# Identification of two types of GGAA-microsatellites and their roles in EWS/FLI binding and gene regulation in Ewing sarcoma

**DOI:** 10.1371/journal.pone.0186275

**Published:** 2017-11-01

**Authors:** Kirsten M. Johnson, Cenny Taslim, Ranajeet S. Saund, Stephen L. Lessnick

## Abstract

Ewing sarcoma is a bone malignancy of children and young adults, frequently harboring the EWS/FLI chromosomal translocation. The resulting fusion protein is an aberrant transcription factor that uses highly repetitive GGAA-containing elements (microsatellites) to activate and repress thousands of target genes mediating oncogenesis. However, the mechanisms of EWS/FLI interaction with microsatellites and regulation of target gene expression is not clearly understood. Here, we profile genome-wide protein binding and gene expression. Using a combination of unbiased genome-wide computational and experimental analysis, we define GGAA-microsatellites in a Ewing sarcoma context. We identify two distinct classes of GGAA-microsatellites and demonstrate that EWS/FLI responsiveness is dependent on microsatellite length. At close range “promoter-like” microsatellites, EWS/FLI binding and subsequent target gene activation is highly dependent on number of GGAA-motifs. “Enhancer-like” microsatellites demonstrate length-dependent EWS/FLI binding, but minimal correlation for activated and none for repressed targets. Our data suggest EWS/FLI binds to “promoter-like” and “enhancer-like” microsatellites to mediate activation and repression of target genes through different regulatory mechanisms. Such characterization contributes valuable insight to EWS/FLI transcription factor biology and clarifies the role of GGAA-microsatellites on a global genomic scale. This may provide unique perspective on the role of non-coding DNA in cancer susceptibility and therapeutic development.

## Introduction

Ewing sarcoma is the second most common pediatric bone malignancy, initiated by a chromosomal translocation t(11;22)(q24;q12), creating the fusion protein and oncogenic driver EWS/FLI. As an aberrant transcription factor, EWS/FLI plays a critical role in regulating genes involved in tumorigenesis [1]. Typically, FLI and other ETS family members bind DNA via their conserved DNA binding domain at the consensus sequence ‘ACCGGAAGTG’ [2,3]. This high affinity DNA binding site containing a single GGAA core motif is necessary for oncogenesis [4–6], with FLI and EWS/FLI displaying similar DNA binding affinity and specificity [7]. In Ewing sarcoma, however, EWS/FLI displays a “gain-of-function” in its ability to also bind ‘GGAA’-containing microsatellite (repeat) regions to regulate some of its targets, such as key oncogenic target *NR0B1* [8,9].

Microsatellites are tandem, or sequentially repeated DNA motifs, frequently found in or near gene promoters [10,11]. In Ewing sarcoma, repetitive “microsatellite” regions comprised of the motif “GGAA” have been identified as highly enriched EWS/FLI-bound sequences near transcription start sites of EWS/FLI up-, but not down-regulated genes [9,12]. We and others confirmed that these putative binding sites specifically confer EWS/FLI-mediated activation of their adjacent target [9,12–14]. Additionally, we recently demonstrated a relationship between the number of repeats in these regions and their ability to function as EWS/FLI-response elements: an 18–26 GGAA-motif “sweet-spot” repeat length provides maximal transcriptional function, and is significantly enriched in patients with Ewing sarcoma [15]. How polymorphisms of GGAA-microsatellites in Ewing sarcoma affect EWS/FLI binding and transcriptional regulation across the genome, however, remains unclear.

Although these GGAA-containing regions fall under the traditional definition of “microsatellites,” this term has been loosely applied in a Ewing sarcoma context to include a wide-range of “GGAA” sequences and is somewhat arbitrary, especially given their polymorphic nature [16]. Clearly defining GGAA-microsatellites in a Ewing sarcoma relevant context is needed to understand their mechanistic role in EWS/FLI transcription factor regulation. Additionally, delineating a clear relationship between microsatellite length, location and transcriptional regulation across the genome is essential. Together, these disparities represent a significant void in our understanding of EWS/FLI transcriptional biology, and remain a powerful barrier to potential therapeutic amelioration. Our previous demonstration of GGAA-microsatellites as EWS/FLI response elements, coupled with *in vitro* and clinical data indicating a “sweet-spot” length, suggest a relationship between EWS/FLI and these unique binding sites in transcriptional activation [9,16]. Here, we sought to define GGAA-microsatellites in a Ewing sarcoma context, and to understand their role across the genome.

To accomplish this, we use bioinformatics analysis of experimental data to first characterize GGAA-microsatellites, setting pre-determined parameters for an unbiased genome-wide approach. Once described, we then computationally link bound microsatellites to adjacent EWS/FLI regulated genes. Our data reveal two distinct types of GGAA-microsatellites: close-range (“promoter-like”) and long-range (“enhancer-like”), and suggest differing mechanisms of EWS/FLI-mediated activation and repression at these elements. Classification of these clarifies the genome-wide presence of GGAA-microsatellites in Ewing sarcoma and their role in transcriptional regulation.

## Materials and methods

### Cell culture

The Ewing sarcoma cell line A673 from ATCC was cultured, and retroviruses packaged in HEK293-EBNA cells, using standard procedures described previously [17,18]. For RNA interference experiments, cells were infected with pMSCV-puro retrovirus harboring shRNA constructs against luciferase (control) or EWS/FLI.

### Searching for GGAA repeat regions

Human reference genome (hg19) was scanned to find the occurrences of GGAA and TTCC using Biostrings [19] and BSgenome [20] R packages. An in-house script was used to find a region that contains multiple GGAA-motifs not separated by more than 20 non-GGAA nucleotides. The region has to start and end with GGAA. The same procedure was used to find repeat regions with TTCC-motifs. Each region was then annotated with its nearest gene (pseudo genes were filtered from annotation database) using ChIPpeakAnno [21] R package.

### ChIP-seq analysis

Chromatin immunoprecipitation (ChIP) was performed as previously described [22] using anti-FLI-1 (Santa Cruz, sc-356X Santa Cruz Biotechnology, Inc.). Briefly, chromatin from formaldehyde-fixed A673 cells was fragmented to a size range of 200–700 bases with a Misonix Sonicator. Solubilized chromatin was immunoprecipitated with anti-FLI-1 and antibody-chromatin complexes were pulled down with M-280 sheep anti-rabbit IgG Dynabeads (Thermo Scientific), washed and then eluted. After crosslink reversal, RNAse A and Proteinase K treatment, immunoprecipitated DNA was extracted with the Mini-Elute PCR purification kit (Qiagen). ChIP DNA was quantified with Qubit, libraries prepared and sequenced with Illumina HiSeq 2500. Raw sequence reads can be found in NCBI’s Gene Expression Omnibus database under GSE99959. Sequence reads were aligned to the human reference genome (hg19) using Novoalign (http://novocraft.com). Duplicate reads were removed using samtools [23]. Peaks were identified using MACS2 [24] at FDR cut-off of 5%. To assess whether GGAA-repeat regions overlap with EWS/FLI binding sites more than one would expect by chance, we used permutation tests implemented in regioneR R library [25]. Overlap is defined as region with ≥ 1 bp overlap. Specifically, we compared the number of overlap in the actual EWS/FLI binding sites and GGAA-repeat regions (with at least 3 consecutive repeats) to that seen in a random sample of universe regions (i.e. resampleRegions strategy in regioneR library). Since GGAA-repeat regions with at least three consecutive motifs are a subset of all repeat regions in the genome, we used all repeat regions as the universe regions. This randomization strategy maintained the internal structure of GGAA-repeats. A different randomization strategy (i.e. randomizeRegions) which randomly places repeat regions along the mappable regions of the genome was also performed with similar results (data not shown). Although significant, the association between EWS/FLI binding sites and GGAA-repeat regions with at least three consecutive motifs might be indirect and based on the fact that both regions tend to cluster around gene-rich regions. In order to check whether this association is specifically linked to the relative position of these two regions with each other, we shifted the regions and evaluated the z-score for every shifted position. The sharp peak, as shown in S1C Fig, indicates this association is highly dependent on the relative position of the two regions with each other, and the association is not regional. In order to do a correlation test, we associated each microsatellite with its nearest EWS/FLI peak binding sites (distance is calculated from the middle of the microsatellite to EWS/FLI peak summit location). Correlation coefficients (*r*) were calculated using Spearman’s correlation.

### RNA-seq analysis

The RNA-seq data set used in this work was previously published [26]. Briefly, RNA collected from A673 cells stably infected and selected for expression of a control Luc-RNAi or the EF-2-RNAi was extracted using the RNAeasy kit (Qiagen) with an on-column DNAse digestion protocol. Libraries for deep-sequencing were prepared according to the manufacturer’s instructions (Illumina) and sequenced on an Illumina Hi-Seq 2000 with 50-bp single end reads. Sequences were aligned to the human genome build hg19 using Novoalign (http://novocraft.com). Raw sequence reads can be found in the NCBI SRA under SRA059239. Gene model used for counting reads/fragments were from Ensembl GRCh37 (release 75) GTF [27]. R packages GenomicAlignments [28], GenomicFeatures [28] and BiocParallel [29] were used to count the number of reads/fragments assigned to genomic features in each sample. Genomic features with total counts less than 2 across samples were removed. Data quality was assessed by clustering all samples. Normalized rlog (regularized log transformation) counts [30] and pheatmap [31] R package were used to do hierarchical clustering. S11 Fig shows a heatmap of sample-to-sample distance. Differential gene analysis was done using DESeq2, which uses negative binomial modeling and the empirical Bayes shrinkage method for fold-change estimation [30].

### Correlations between EWS/FLI binding intensities, EWS/FLI-regulated gene expressions and microsatellites

All **c**orrelations were calculated using Spearman’s rank correlation. LOESS regression (Local Polynomial regression fitting) line and its t-based approximation of 95% confidence bands were drawn using R library ggplot2 [32]. We used Loess regression because of its advantage as robust to outliers and its ability to show non-linear association [33].

### Data availability

RNA-seq raw sequence reads can be found in the NCBI SRA under SRA059239. ChIP-seq raw sequence reads can be found in NCBI’s Gene Expression Omnibus database under GSE99959

## Results

### GGAA-motifs in a microsatellite occur on the same strand

EWS/FLI, the aberrant transcription factor in Ewing sarcoma, modulates gene expression by binding to GGAA-containing repetitive regions [9]. However, genome-wide characterization of these repeat regions is lacking, including whether microsatellites with GGAA-motifs are present on both strands of DNA. We first scanned the human reference genome (hg19) on both strands for GGAA-motifs. We defined a repeat region as a sequence that starts and ends with a GGAA-motif and which has no more than 20 insertions (non-motif nucleotides) between two adjacent motifs (Fig 1A). Nearly 5 million repeat regions span the genome. Although the total number of motifs in any given region ranges from 2 to 266 motifs, 3.7 million regions contain less than 3 motifs (Fig 1B and 1C). These sparse repeat regions have an average GGAA content, or density, of around 50% (Fig 1D and 1E). Additionally, most of these repeat regions have no consecutive motifs (93.2%) and less than 0.6% has at least 3 consecutive motifs.

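GGAA-repeat regions were numerous and mostly sparse. The scan of chromosomes 1 to 22, X and Y gave 4872636 regions when motifs of both strands were chained together. Of these, 3651975 held 2 motifs, the fewest a region can have, and the fullest held 266. No motif directly adjoined another in 93.2% of the regions, and 0.565% had a run of 3 or more adjacent motifs. Motif density, the share of a region's bases that lie in motifs, averaged 52.0% in regions with 2 motifs and 49.5% over all regions. These are counts on the GRCh37 reference sequence, which is that of hg19, so they have no replicates and no error. The pseudoautosomal parts of chromosome Y, blank in the copy of the reference that was used, were given the sequence of X as in hg19, a choice made after the counts with and without it had been seen.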

**Fig 1:**
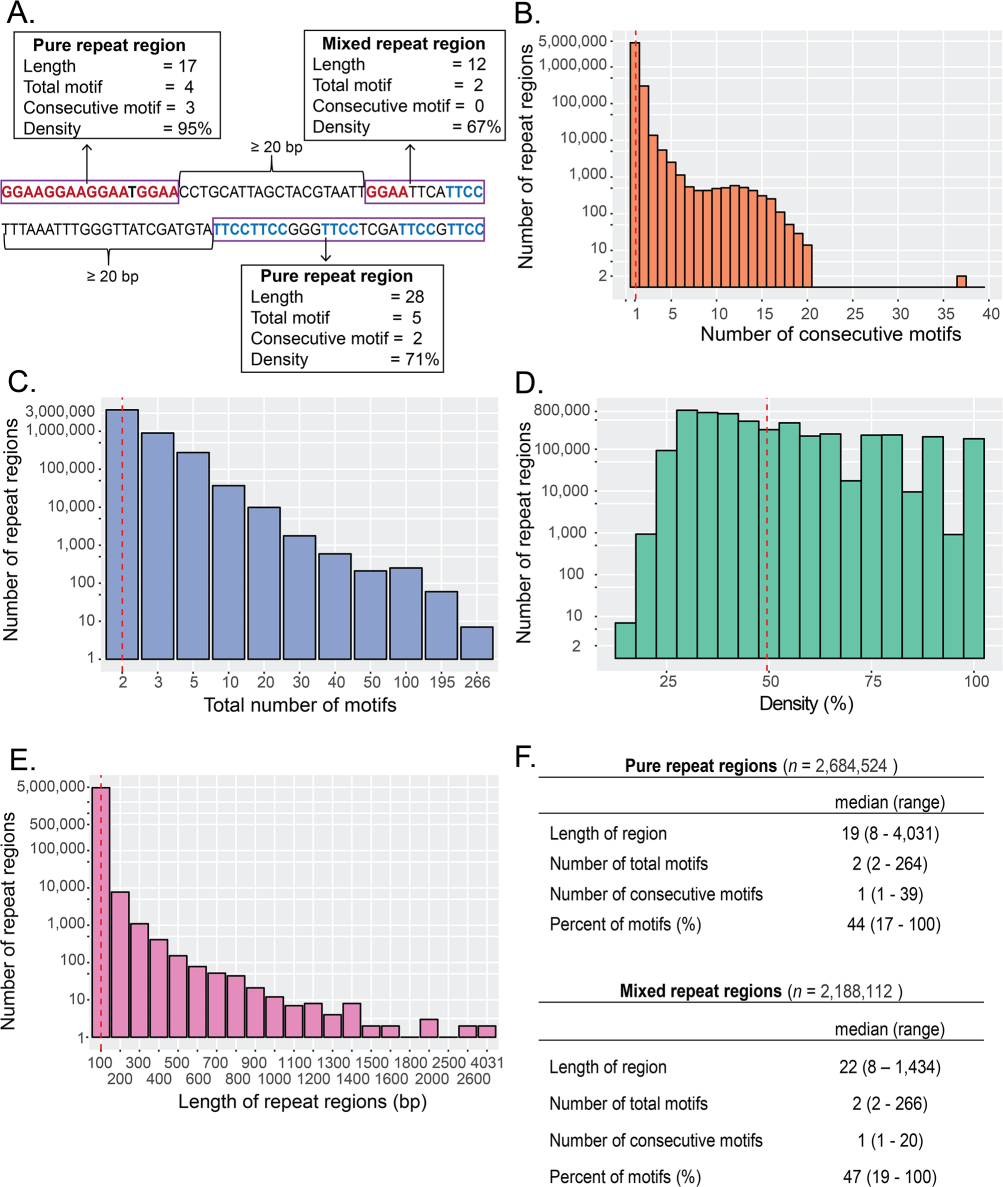
Schema and characteristics of repeat regions across genome. (**A**) Schema of repeat regions. Regions with only one type of motif are called pure repeat region while those with both GGAA and TTCC are called mixed repeat regions. Each repeat region (purple box) is separated by at least 20-bp consecutive non-motifs. (**B**) Histogram of maximum number of consecutive motifs. (**C**) Histogram of total number of motifs. (**D**) Histogram of motif density of repeat regions. $Density=\left(\frac{total\;number\;of\;motifs\times 4}{length\;of\;regions}\right)\times 100\%$. Bin width is 5%. (**E**) Histogram of length of repeat regions. Each bin is 100bp width (e.g., first bin is 0-100bp length). Bins with zero repeat regions are not shown. (**F**) The characteristics of repeat regions for pure and mixed repeat regions across the genome. Red line indicates the mean for each characteristic.

Given typical FLI binding within the major groove of DNA at GGAA-containing regions [34], we considered the possibility of GGAA-motifs existing on both strands of DNA within the same repeat region. Multiple EWS/FLI molecules could conceivably bind adjacent motifs on alternating strands of DNA and thereby avoid steric hindrance in binding [6]. We classified repeat regions that contain GGAA-motifs on the same strand as pure repeat regions, while regions that include GGAA on both forward and reverse strands are referred to as mixed repeat regions (Fig 1A). 

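Repeat regions with motifs on the same strand alone numbered 2684524, and regions with motifs on both strands numbered 2188112. The pure regions, 55.1% of the total, were the shorter and denser group. Their median length was 19 bp and their median density 44.4%, against 22 bp and 41.4% in mixed regions. The longest pure region spanned 4031 bp and the longest mixed region 1434 bp.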

We determined more than half of the 5 million GGAA-repeat regions across the genome (55%) contain GGAA-motifs on the same strand (Fig 1F).

To determine whether a microsatellite can contain mixed motifs, we looked specifically at mixed repeat regions with at least 3 or more consecutive motifs. We found more than 81% of them contain only a single GGAA-motif on the opposite strand. While only 32 regions (1.2% of 2,589) have 2 or more consecutive GGAA-motifs on both strands in the same region, even in these rare examples motifs cluster together on the same strand. Additionally, only one region has more than 2 consecutive GGAA-motifs on both strands (S1 Table). 

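Long runs of GGAA and of TTCC hardly ever shared a region. Of the 2589 mixed regions with at least 3 consecutive motifs, 2107 (81.4%) held 1 motif on the other strand, and 32 (1.24%) had runs of 2 or more on both. The region with runs of 3 on both strands lies on chromosome 18 from 30686220 to 30686285, in intron 20 of CCDC178. It holds 8 motifs, and no EWS/FLI peak overlapped it. Of the 5 regions in S1 Table, the region on chromosome 1 from 199130087 to 199130206 overlapped a peak. It lies in intron 1 of LINC02789, a long non-coding RNA gene, and holds 23 GGAA and 2 TTCC motifs, with runs of 8 and 2. The peak, from 199129668 to 199130506, had a fold-enrichment of 35.8. Consecutive motifs were counted here over adjacent motifs of either strand, a reading chosen after its count had been seen. When a run had to lie on a single strand, 1790 mixed regions had at least 3 consecutive motifs, and 82.3% of these held 1 motif on the opposite strand.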

Based on these observations, we deduced *bona fide* microsatellites with GGAA-motifs on both strands may not exist in the same region. This finding prompted us to re-process mixed repeat regions, separating clusters of GGAA-motifs as two distinct regions if they are on opposite strands. Thus we discounted repeat regions with only one GGAA-motif on each strand, leaving 3,321,889 repeat regions. 

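Almost all repeat regions kept after this step carried short runs. Of the 3321889 same-strand regions, 99.2% had no more than 2 consecutive motifs. Runs of 3 or more were found in 26715 regions, 0.804% of the total. The longest run had 39 consecutive motifs, and 11 regions had more than 20. From the rarity of regions with runs on both strands, the paper proposes that microsatellites with GGAA-motifs on both strands may not exist in the same region.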

We focus our downstream analysis solely on these homogenous (i.e. same strand) repeat regions. For ease of reading, henceforth we will refer to these GGAA-motifs simply as repeat regions.

### Longer GGAA-regions are located near genes while shorter GGAA-regions are ubiquitous across the genome

Of the more than 3 million repeat regions in the genome, we found 99% of them contain only two consecutive motifs. In many of these regions, these motifs likely happen by chance and consequently have no function. A subset of these regions, however, may act as EWS/FLI response elements, driving regulation of critical oncogenic gene targets such as *NR0B1* [9]. To facilitate functional analysis of these repeat regions in an unbiased approach, we started by annotating each repeat region with its nearest genes and observing the distribution of these repeat regions in terms of both their nearest genes and genomic location. The nearest gene is the gene with the shortest distance from the center of the GGAA-microsatellite to the transcription start site (TSS), regardless of strand direction (Fig 2A). Most GGAA-regions occur within 3Mb of a gene. 

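Same-strand repeat regions were spread close to genes throughout the genome. Each of them lay within 3 Mb of a transcription start site, the farthest at 1.42 Mb, and none lay beyond 30 Mb. Regions with 1 or 2 consecutive motifs lay within 5 kb of a start site in 13.9% of cases, with quartiles of the distance at 10322 and 70803.5 bp. Distances were taken from the middle of a region to the nearest start site of 49031 annotated genes other than pseudogenes in GENCODE release 44 mapped to GRCh37, of which 20163 code for proteins. This annotation is not the one used for Fig 2.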

Notable exceptions include 1,355 regions with 1 or 2 consecutive motifs and a single 3-consecutive motif region that are greater than 30Mb away from a gene (Fig 2B).

**Fig 2:**
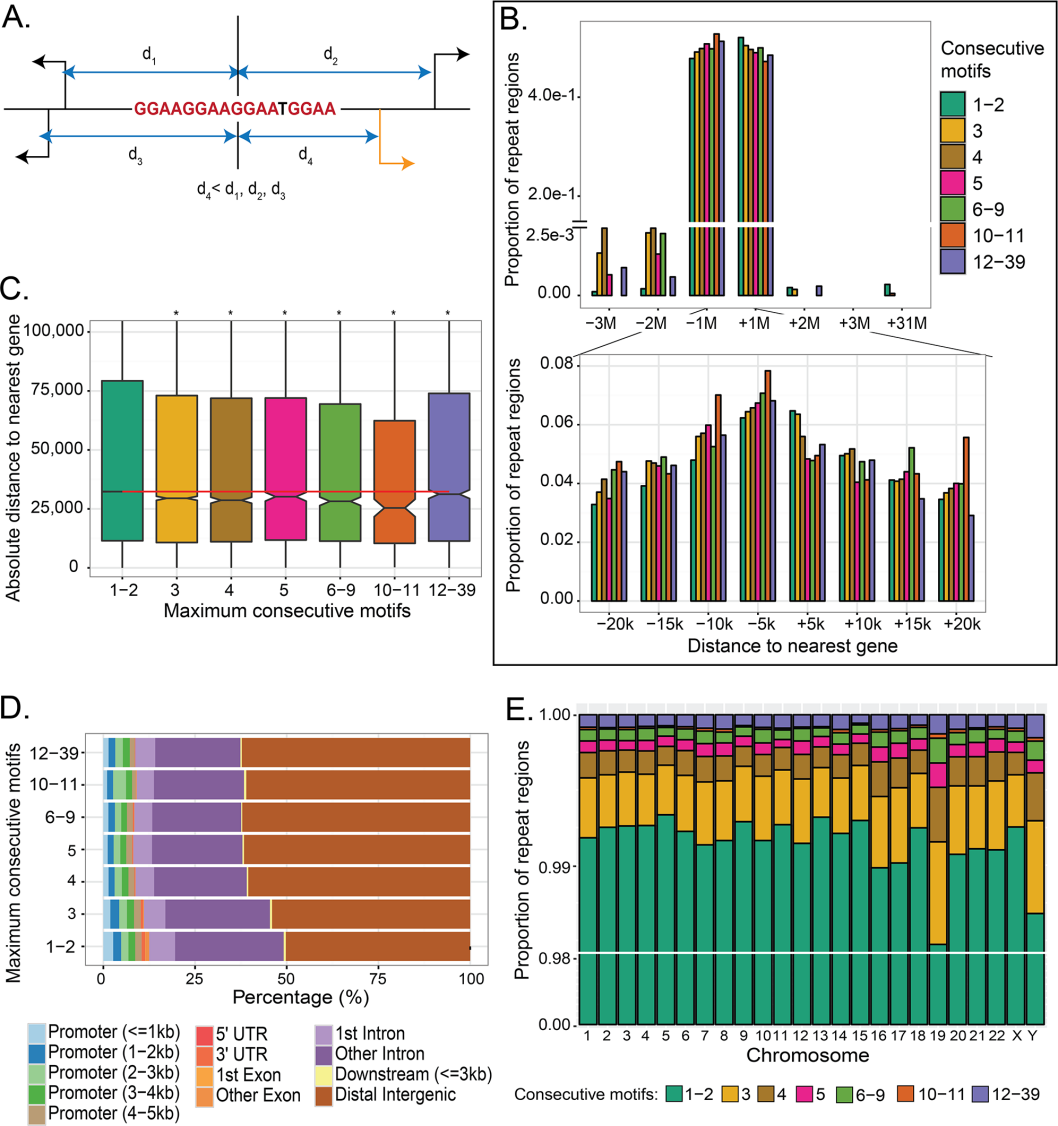
Nearest gene schema and genomic location of repeat regions. (**A**) Schema showing the nearest gene (orange) which is the gene with the shortest distance calculated from its TSS to the middle of the repeat region. (**B**) Distribution of distances to nearest genes for each repeat region grouped by number of consecutive motifs. The sum of percentages for each consecutive motif is 100%. (**C**) Comparisons of distance-to-nearest-gene for longer consecutive motifs to repeat regions with one to two consecutive motifs (i.e. ‘1–2’). * indicates the repeat regions are significantly closer to a gene than repeat regions with 1–2 consecutive motifs (*p* < 0.05). Red line represents the median distance-to-nearest gene for repeat regions with 1–2 consecutive motifs. (**D**) Feature distribution for each consecutive motif category. (**E**) Proportions of repeat regions in each chromosome grouped by the number of consecutive motifs.

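Repeat regions with 3 or 4 consecutive motifs lay closer to genes than regions with 1 or 2. The median distance to the nearest start site was 28988.5 bp for 1 or 2 motifs, 26445 bp for 3 and 25500.5 bp for 4. On the log10 scale the mean distance fell by 0.0240 at 3 motifs (adjusted p = 0.00018) and fell by 0.023 at 4 motifs (adjusted p = 0.0324, permutation test). At 5 motifs, at 6 to 9 and at 12 to 39 the medians were 26240.5, 25620.5 and 27220.5 bp, and the differences did not pass the permutation test (adjusted p = 0.723, 0.517 and 0.723). The tests were two-sided, with 100000 draws, adjusted by Benjamini-Hochberg over 6 classes. With protein-coding genes alone, or without chromosome 19, the difference at 4 motifs no longer passed the permutation test (adjusted p = 0.685 and 0.230).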

Although many repeat regions with two or less consecutive motifs reside near the TSS, on average most are farther away from genes compared to regions with longer consecutive motifs (t-tests, *p* < 0.05) (Fig 2C). Conversely, we found that repeat regions with 10–11 consecutive motifs are closer on average to genes than other consecutive motifs and are slightly enriched in promoter regions of genes 2 to 3kb from the TSS (Fig 2C and 2D). This enrichment of repeat regions with 10–11 consecutive motifs near genes suggests possible preferential binding of EWS/FLI at these microsatellites.

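Regions with 10 or 11 consecutive motifs numbered 995 and had a median distance of 26487 bp to the nearest start site. Their mean distance was 51504 bp, against 56925 bp for regions with 1 or 2 motifs and 50304 bp for regions with 6 to 9. The difference from regions with 1 or 2 motifs on the log10 scale was -0.0106 (p = 0.613, adjusted p = 0.723, permutation test). Of the regions with 10 or 11 motifs, 2.41% lay 2 to 3 kb upstream of a start site (95% exact binomial interval 1.55 to 3.57%), against 1.31% of those with 1 or 2. With protein-coding genes alone the shares were 1.41% (0.771 to 2.35%) and 0.588%.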

Looking by individual chromosome, we demonstrated that repeat regions with 1–2 consecutive motifs account for 99% of GGAA-containing regions (Fig 2E). Interestingly, chromosome 19 has a higher proportion of longer consecutive motifs (more than 3 consecutive motifs) than the other chromosomes. 

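Repeat regions with 3 or more consecutive motifs were most frequent on chromosome 19. They made up 1.53% of its repeat regions, 889 of 58239. Chromosome 16 followed with 1.02% and chromosome 17 with 0.985%, and chromosome 5 had the lowest share, 0.665%. Per Mb, chromosome 19 carried 15.0 such regions, chromosome 17 carried 11.0 and chromosome 13 the fewest, 6.26. The ranking covers chromosomes 1 to 22 and X.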

We later found chromosome 19 also has a greater number of EWS/FLI peaks (see later discussion on EWS/FLI binding).

Overall, our data indicate that short consecutive repeat regions (less than 3 consecutive motifs) may not have any EWS/FLI related function as they are ubiquitously scattered throughout the genome. We therefore investigated whether a GGAA-microsatellite needs to have a minimum number of motifs to allow EWS/FLI binding in a Ewing sarcoma context.

### EWS/FLI bound GGAA-microsatellites contain three or more GGAA-repeats

Our previous in-vitro data indicated a minimum of three consecutive GGAA-motifs is required for EWS/FLI binding [35]. To test this requirement computationally across the genome, we addressed the following question: Does significant overlap exist between repeat regions with certain lengths and EWS/FLI binding sites? We investigated these relationships using ChIP-seq experiments in the A673 Ewing sarcoma cell line. 

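ChIP-seq measures where a protein sits on DNA by sequencing the fragments that an antibody against it pulls down. A673 cells, an Ewing sarcoma line that carries EWS/FLI, gave 4 FLI ChIP libraries and 4 input DNA libraries, sequenced on an Illumina HiSeq instrument. The authors aligned the reads to hg19 with Novoalign and removed duplicates with samtools. They then pooled the 4 ChIP libraries and the 4 inputs and called narrow peaks with MACS2 2.1.1.20160309 at a q value of 0.05. The deposited list holds the peaks of this pooled comparison. MACS2 counted 78281768 ChIP tags, 76661560 after filtering, and 84621367 input tags, 83372620 after filtering. It ran with its paired-end mode off on tags of 50 bp, extended to a fragment length of 194 bp. For each peak the list gives its position, its summit, the pileup of ChIP fragments at the summit, the fold-enrichment of that pileup over the local level of the input, and -log10 p and q. These are the authors' values and were used as deposited. Values per library were not used here, since the list gives pooled ones, so none of the binding values has a replicate error, and the depth of each library is unknown. Intervals given for shares and rates cover counting error over peaks or regions alone. A repeat region was called bound when it shared at least 1 bp with a peak.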

Four paired-end ChIP-seq samples immunoprecipitated with a FLI-specific antibody were analyzed using Model Based Analysis for ChIP-seq (MACS2) [36]. 

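The strongest binding sites lay mostly over GGAA-microsatellites and mostly far from the start sites of protein-coding genes. The highest fold-enrichment, 52.7, was at a peak on chromosome 9 from 118626778 to 118627769, 289 kb upstream of PAPPA, a secreted metalloproteinase gene, over a repeat with 16 consecutive motifs. A peak on chromosome 21 from 23781618 to 23782394, over a run of 13, had a fold-enrichment of 52.6, and the nearest coding gene, NCAM2 for a neural cell adhesion molecule, starts 1411 kb away. In intron 1 of ZDHHC3, on chromosome 3 from 45003623 to 45004611, fold-enrichment was 51.8 over a run of 11. The peak 6.31 kb upstream of ABHD6, a lipid hydrolase gene, spanned 58216427 to 58217689 on chromosome 3 and had a fold-enrichment of 50.9. Of the 10 highest peaks, 9 overlapped a repeat region with 3 or more consecutive motifs. The exception, on chromosome 13 from 19840933 to 19841655, had a fold-enrichment of 50.2 and lay 85.3 kb from TUBA3C, an alpha-tubulin gene. The other peaks among these, nearest to the start sites of H2AL1Q, EFNA5, NDST4, SPACA3 and EXOC5, had fold-enrichments of 52.5, 51.9, 51.5, 50.9 and 50.1 over runs of 6, 6, 15, 15 and 14. The peak listed with SPACA3 lies in intron 1 of ASIC2. Over the list of 22744 peaks the median fold-enrichment was 5.28, with quartiles of 3.90 and 8.56 and a minimum of 1.74. The median pileup was 52 fragments and the median length 313 bp. Together the peaks covered 8186125 bases, 0.286% of the known bases of the genome, and 11.7% of them had their summit within 1 kb of a protein-coding start site.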

22,744 EWS/FLI binding sites were identified at a False Discovery Rate (FDR) cut-off of 0.05. 

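Binding sites were densest on chromosome 19. Its 694 peaks made 11.7 per Mb (95% exact Poisson interval 10.9 to 12.6), ahead of chromosome 11 with 9.47 (8.95 to 10.0) and chromosome 20 with 9.36 (8.62 to 10.1). The lowest rates were 4.46 per Mb on chromosome X (4.14 to 4.81) and 4.49 on chromosome 21 (3.91 to 5.13). Chromosome 19 ranked first both for peaks over a repeat with 3 or more consecutive motifs, at 3.31 per Mb, and for peaks without one, at 8.42 per Mb. It also had the most protein-coding genes per Mb, 25.0. The rate on chromosome 19 was 1.58 times the pooled rate of 7.41 per Mb on the other chromosomes (two-sided exact binomial test, p = 6.73e-29). Neighbouring peaks are not independent, and the copy number of each chromosome in A673 cells was not given, so the rates are not corrected for it.

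**Figure D1:**
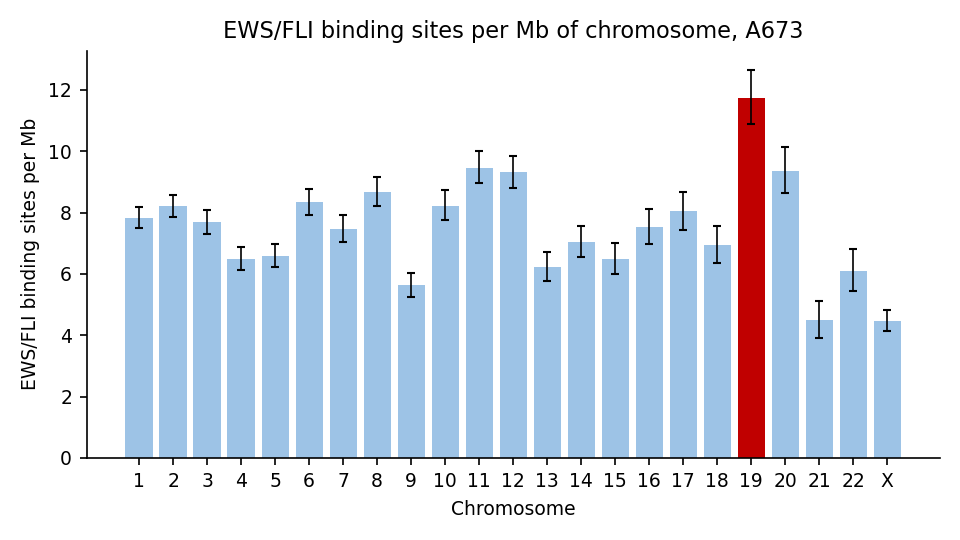
EWS/FLI peaks per Mb on chromosomes 1 to 22 and X, with 95% exact Poisson intervals. Chromosome 19 stands highest at 11.7 per Mb and chromosome X lowest at 4.46.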

Chromosome 19, which has more repeat regions at three or more consecutive motifs, also has an increased number of EWS/FLI binding sites per Mb compared to the other chromosomes (S1A Fig). This further supports defining repeats of 3 or more consecutive motifs as EWS/FLI response elements. 

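The share of repeat regions bound by EWS/FLI rose with the number of consecutive motifs. It was 0.514% of regions with 1 motif (15615 of 3039314) and 1.19% with 2 (3051 of 255860). At 3 consecutive motifs 12.1% were bound (1570 of 12929; 95% exact binomial interval 11.6 to 12.7%), and at 4 motifs 28.3% (1536 of 5430; 27.1 to 29.5%). At 5 motifs the share was 38.8% (978 of 2523; 36.9 to 40.7%), and at 6 or more it was 71.5% (4172 of 5833; 70.3 to 72.7%). Among the longer runs, 48.1% of regions with 6 motifs, 65.4% with 8, 79.2% with 10 and 83.0% with 12 were bound. Among runs of up to 20 motifs the highest share was 92.8% at 17 (103 of 111; 86.3 to 96.8%). At 20 motifs 10 of 13 regions were bound, and the interval of 46.2 to 95.0% does not set them apart from other runs of 6 or more. With the largest gap inside a region lowered to 10 bp, the share at 3 motifs was 18.7% and at 2 motifs 1.87%. With the middle of the region within 100 bp of a summit, the shares at 1 and 2 motifs were 0.330% and 0.790%.

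**Figure D2:**
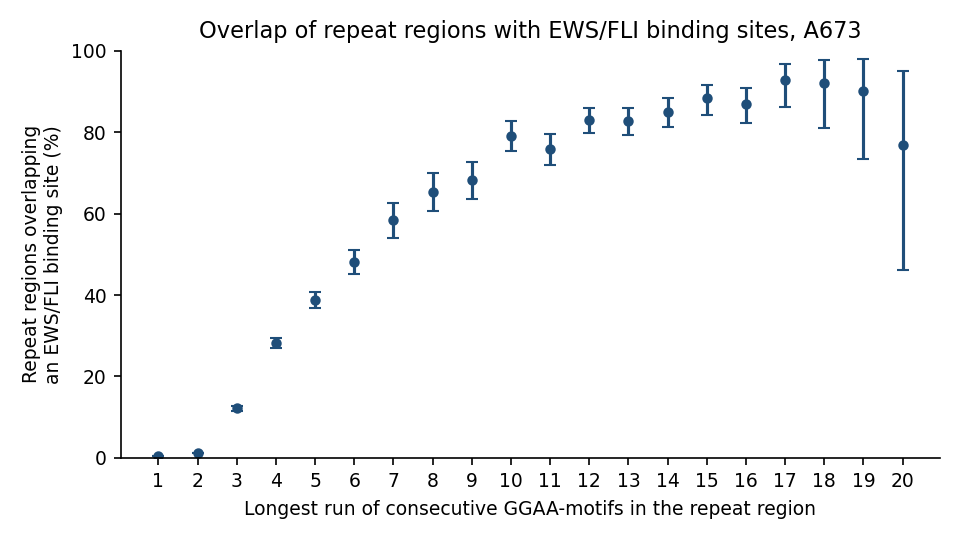
Share of repeat regions that overlap an EWS/FLI peak, by number of consecutive motifs up to 20, with 95% exact binomial intervals. The share climbs from 12.1% at 3 motifs to 92.8% at 17.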

The total repeat regions that overlap with EWS/FLI binding sites are 26,922 (Table 1).

**Table 1:** Number of repeat regions and EWS/FLI binding sites.

	EWS/FLI		no EWS/FLI		Total
GGAA-motifs	n	%	n	%	
All Repeat Regions	26,922	0.81%	3,294,967	99.19%	3,321,889
1 motif	15,615	0.51%	3,023,699	99.49%	3,039,314
2 consecutive motifs	3,051	1.19%	252,809	98.81%	255,860
3 consecutive motifs	1,570	12.14%	11,359	87.86%	12,929
4 consecutive motifs	1,536	28.29%	3,894	71.71%	5,430
5 consecutive motifs	978	38.76%	1,545	61.24%	2,523
≥ 6 consecutive motifs	4,172	71.52%	1,661	28.48%	5,833

Number of GGAA-repeat regions by number of consecutive GGAA-motif and EWS/FLI binding sites across the genome.

To evaluate whether the amount of overlap between repeat regions and EWS/FLI binding sites occurs by chance, we assessed statistical significance with a permutation test. We observed repeat regions with three or more consecutive motifs overlap significantly with EWS/FLI binding sites (*p* < 0.001, Fig 3A), while repeat regions with two or less consecutive motifs do not overlap significantly (*p* = 1, S1B Fig). This finding is consistent with our experimental observation that a minimum of three consecutive GGAA-motifs is required for EWS/FLI binding [35].When we randomly move the locations of repeat regions with longer consecutive motifs across the genome, we observe a sharp decrease in the statistical significance of overlap with EWS/FLI binding sites. This decrease in overlap indicates that the association is not regional but is highly dependent on motif location (S1C Fig). 

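Repeat regions with 3 or more consecutive motifs lay in EWS/FLI peaks far more often than repeat regions at large. They overlapped peaks in 8256 cases, against 217 ± 14.6 (SD) expected for the same number of regions drawn from all repeat regions, a 38.1-fold excess. Regions with 1 or 2 motifs overlapped in 18666 cases, against 26705 expected, 0.699-fold. The expected numbers are those of the hypergeometric distribution, the exact form of such a draw, in which the longer runs stood 551 SD above expectation and the one-sided p for more overlap of the shorter runs was 1. The classes add up to all repeat regions, so each of these results fixes the other. When the peaks were instead moved together along each chromosome 1000 times, both classes overlapped more than the moved peaks did. Regions with 3 or more motifs overlapped 83.5 ± 11.4 times on average, a 98.8-fold excess. For regions with 1 or 2 motifs the average was 9343 ± 117 and the highest 9893, so the direction turned to a 2.00-fold excess (permutation by shifts, one-sided p = 0.001 for both classes, the smallest that 1000 shifts can give).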

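The overlap was tied to the exact place of the longer runs. Repeat regions with 3 or more consecutive motifs met peaks 7712 and 7769 times when the peaks were moved by 100 bp to either side. At 200 bp the numbers were 4468 and 4576. At 500 bp 636 and 652 overlaps were left, and at 1000 bp 190 and 170. At 5000 bp the numbers were 89 and 98, and at 10000 bp 109 and 94. From the overlap at the original places and its loss once the regions are moved, the paper concludes that the association is not regional and depends on where the motifs lie.

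**Figure D3:**
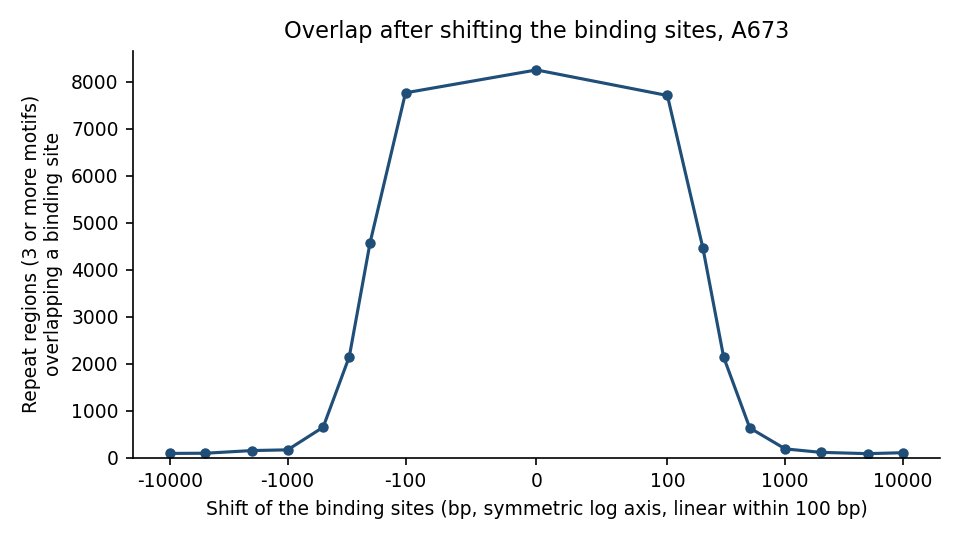
Number of repeat regions with 3 or more consecutive motifs that overlap an EWS/FLI peak, against the shift of the peaks in bp. The count falls from 8256 without a shift to 190 and 170 at 1000 bp.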

Based on the combination of these observations, we now define GGAA-microsatellites as repeat regions with 3 or more consecutive motifs. Downstream analyses focus on GGAA-microsatellites according to this definition.

**Fig 3:**
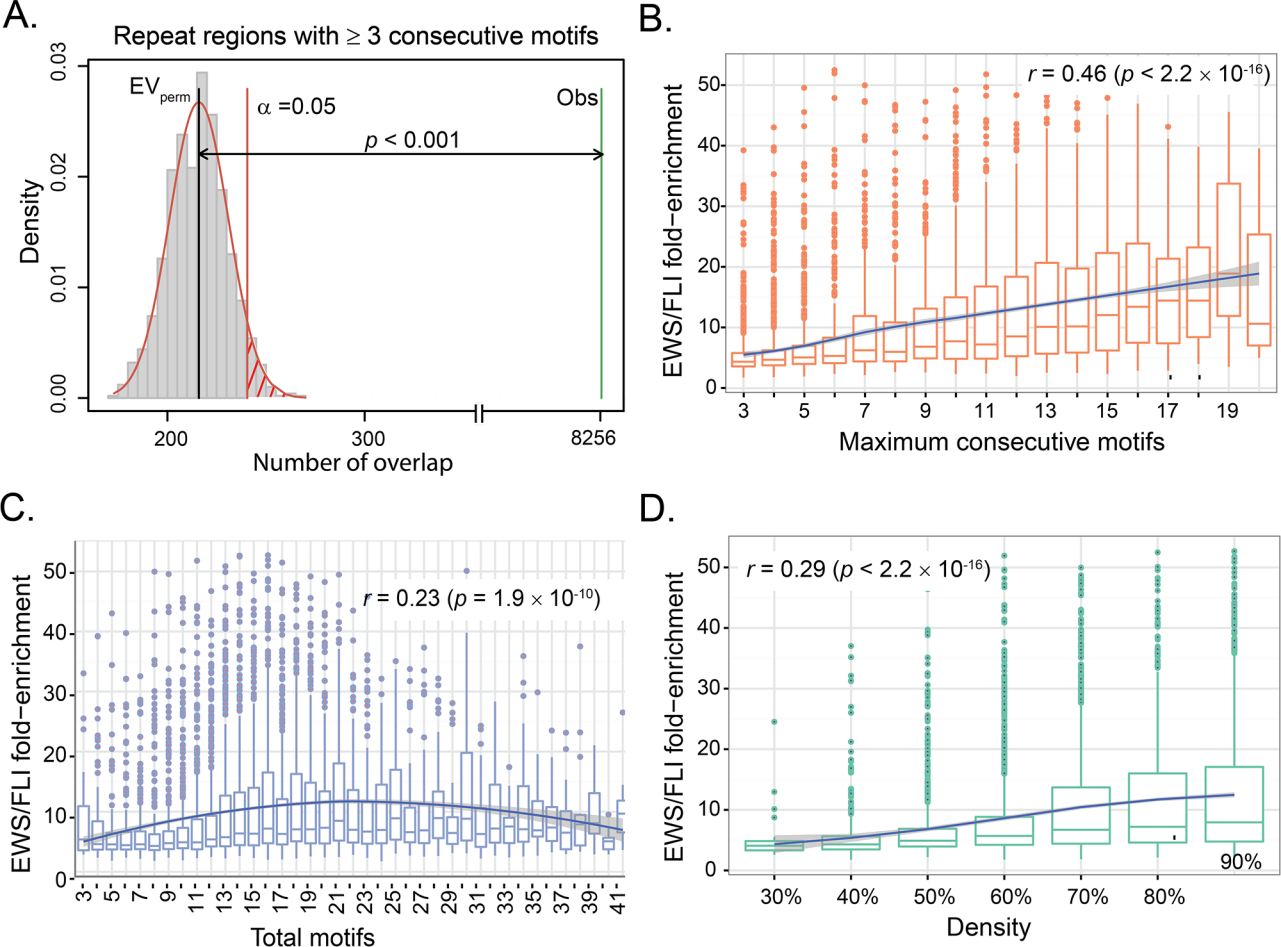
Characteristics of EWS/FLI-bound microsatellites. (**A**) Permutation test shows that the number of EWS/FLI binding sites that overlap with repeat regions (*n* = 8,256) with minimum of 3 consecutive motifs is significantly higher than random chance (*p* < 0.001). Red line denotes the significance limit (α = 0.05). Gray bars represent the number of overlaps in the random regions with EWS/FLI binding sites in 1,000 permutations. The black line represents the mean of overlaps in random regions (EV_perm_) and the green bar is the actual number of overlaps observed in repeat regions (Obs). (**B**) Boxplot of EWS/FLI fold-enrichment (relative to genomic background) and number of consecutive motifs in EWS/FLI-bound microsatellites showing statistically significant increasing trend (*p* < 2.2 × 10^−16^). The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region). (**C**) Boxplot of EWS/FLI fold-enrichment and total number of motifs in EWS/FLI-bound microsatellites showing a positive correlation (*p* = 1.9 × 10^−10^) and a non-linear trend (*p* < 0.05). The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region). (**D**) Boxplot of EWS/FLI fold-enrichment and Density $\left(=\frac{total\;motif\times 4}{length\;of\;microsatellite}\times 100\%\right)$ showing statistically significant positive correlation (*p* < 2.2 × 10^−16^). The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region).

### Increasing number of GGAA-motifs correlates with increased EWS/FLI binding intensity

Having defined GGAA-microsatellites, we next investigated EWS/FLI binding at these regions to determine whether GGAA-motif enrichment in a given microsatellite region affects binding of EWS/FLI at that genomic loci. We defined the closest microsatellite to the center of the EWS/FLI binding site as the putative EWS/FLI-bound microsatellite. We grouped the 6,031 EWS/FLI-bound microsatellites (S2 Table) by number of consecutive motifs (S1D Fig). 

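A GGAA-microsatellite lay in 6328 of the peaks, 27.8% of the list, and these were paired with 6326 different microsatellites. The microsatellite sat close to the summit: the median distance from summit to middle was 22.5 bp, and 97.7% lay within 100 bp. Peaks with the highest fold-enrichment held a microsatellite most often, 86 of the top 100 and 68.5% of the top 1000, against 13.0% of the lowest 1000. Median fold-enrichment was 5.91 in peaks with a microsatellite and 5.07 in peaks without. Each peak was paired with the overlapping microsatellite whose middle is nearest to its summit, and 76.3% of these peaks held a single one. The microsatellites with more than 20 consecutive motifs had runs of 21 to 39 and a median fold-enrichment of 13.1 (7.22 to 37.3), and 6317 pairs with 6315 different microsatellites remained without them. Numbers of bound microsatellites by motifs or density count pairs.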

Since we found only 11 EWS/FLI-bound microsatellites with more than 20 consecutive motifs, statistical evaluation and inclusion of these data points were difficult and uninformative. We therefore excluded microsatellites with more than 20 consecutive motifs in this analysis.

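Longer runs of GGAA carried more EWS/FLI. Median fold-enrichment rose from 4.39 at 3 consecutive motifs (95% bootstrap interval 4.20 to 4.47, n = 819 microsatellites) to 5.28 at 6, 7.41 at 10 and 13.4 at 16 (11.2 to 16.1, n = 208). It reached 19.2 at 19 motifs (n = 26). At 20 motifs it was 10.6, with an interval of 6.30 to 25.4 over 10 microsatellites. Between 10 and 14 motifs the medians were 7.41, 7.27, 8.61, 10.1 and 10.2. Across the 6317 pairs of a peak and a microsatellite with 3 to 20 consecutive motifs, Spearman's rho was 0.466 (bootstrap SD 0.00990) and Pearson's r 0.411. The two-sided permutation p was 1e-05 for both, the smallest that 100000 permutations can give, and the adjusted p over consecutive motifs, total motifs and density was 1e-05. Microsatellites are sites within a pooled list, not replicates, and their motifs were counted on the reference genome, not on that of A673 cells.

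**Figure D4:**
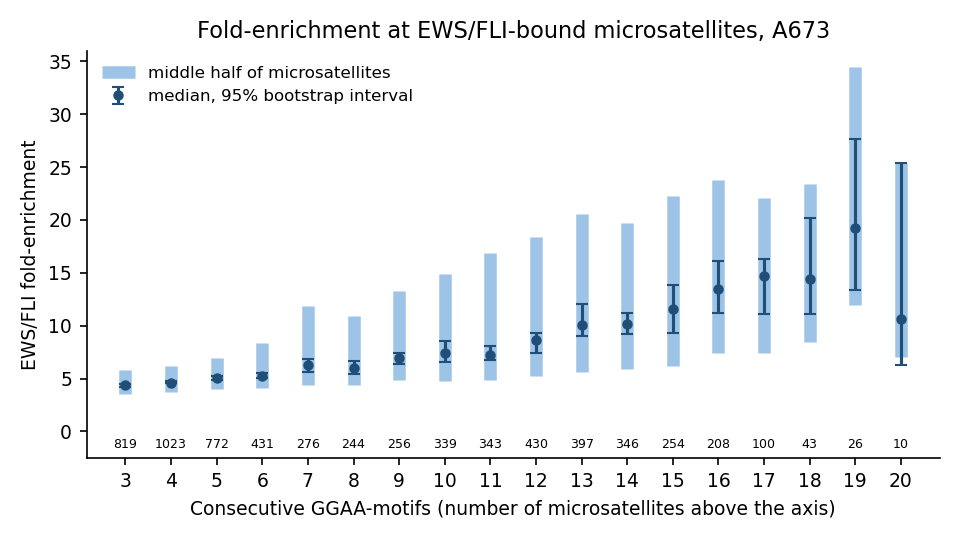
Median fold-enrichment of EWS/FLI peaks by number of consecutive motifs in the bound microsatellite, with 95% bootstrap intervals. The median climbs from 4.39 at 3 motifs to 19.2 at 19 and has its widest interval at 20.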

Overall, we demonstrate a positive correlation between EWS/FLI binding intensity and the number of consecutive motifs contained by these EWS/FLI-bound microsatellites (*r* = 0.46, *p* < 2.2×10^−16^) (Fig 3B and S2 Fig). This genome-wide trend of overall increasing EWS/FLI binding enrichment with increasing number of consecutive motifs is consistent with our previous *in-vitro* study [37].

Most EWS/FLI-bound microsatellites have 11 to 19 total motifs with a maximum of 195 motifs (S3 Fig). 

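Bound microsatellites had a median of 15 total motifs, with quartiles of 11 and 19, and 3398 of them (53.7%) had 11 to 19. Their median number of consecutive motifs was 7. The microsatellite with 195 motifs lies on chromosome 3 from 1002322 to 1003262, 131.6 kb upstream of CNTN6, a neural cell adhesion gene of the contactin family. Its longest run has 39 motifs, and its peak had a fold-enrichment of 7.22. The total rose only loosely with the run, with a Spearman's rho of 0.325 across the bound microsatellites.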

We see a similar positive correlation between EWS/FLI binding and total motifs (*r* = 0.23, *p* = 1.9 × 10^−10^) as with consecutive motifs (Fig 3C). 

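Microsatellites with more motifs in total also carried more EWS/FLI, less steeply than those with longer runs. Spearman's rho of fold-enrichment with total motifs was 0.231 (bootstrap SD 0.0114, n = 6317 pairs, permutation p = 1e-05, the smallest possible, and adjusted p = 1e-05). Pearson's r was 0.0553 (p = 3e-05), and 0.0988 with fold-enrichment on the log2 scale.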

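Fold-enrichment first fell and then rose with total motifs up to 16. The median was 5.53 at 3 motifs, 4.58 at 4, lowest with 4.21 at 8, 5.38 at 12 and 7.07 at 16. Above that it moved up and down, with 8.31 at 21 motifs, 6.79 at 24, 8.77 at 25 and 6.60 at 26. Spearman's rho was 0.234 from 3 to 16 motifs (n = 3938, permutation p = 1e-05, the smallest possible, adjusted p = 3e-05 over 3 ranges). From 16 to 25 it was 0.0220 (n = 2132, p = 0.310, adjusted p = 0.367), and above 25 it was -0.0359 (n = 642, p = 0.367, adjusted p = 0.367). Pearson's r above 25 was -0.0899 (permutation p = 0.0229, not adjusted). With the pileup in place of fold-enrichment rho above 25 turned to 0.0174 and Pearson's r was -0.0519 (permutation p = 0.190), and with a largest gap of 10 bp rho turned to 0.0375 and Pearson's r was -0.0263 (permutation p = 0.691).

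**Figure D5:**
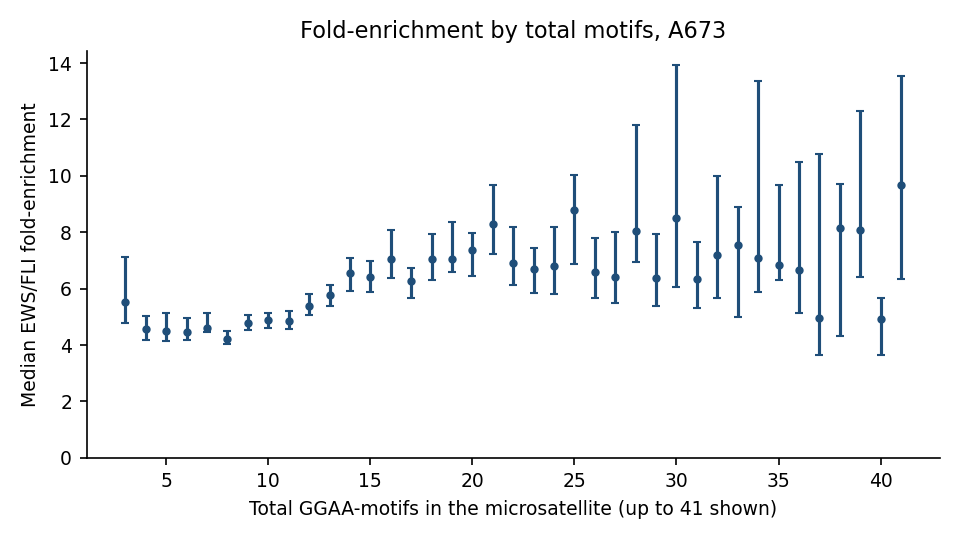
Median fold-enrichment of EWS/FLI peaks by total number of motifs in the bound microsatellite, with 95% bootstrap intervals. The medians fall from 5.53 at 3 motifs to 4.21 at 8, rise to 7.07 at 16 and scatter without a steady course above.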

We also observe a non-linear relationship between EWS/FLI fold-enrichment and total motifs, with the EWS/FLI fold-enrichment increasing from 3 to about 16 total motifs, then decreasing again around 24–25 total motifs (LOESS regression) (Fig 3C and S4 Fig). These data are in agreement with our recent finding that 18–26 motifs are the optimal length for EWS/FLI binding [16]. To see whether overall GGAA content within a microsatellite affects EWS/FLI binding, we then evaluated the relationship between GGAA-motif density within a microsatellite and EWS/FLI binding enrichment. 

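Densely packed microsatellites carried more EWS/FLI. Median fold-enrichment was 3.94 in bound microsatellites with densities from 30 to under 40%, 4.90 from 50 to under 60%, 6.70 from 70 to under 80% and 7.76 from 90%. Spearman's rho was 0.282 (bootstrap SD 0.0114, n = 6317 pairs) and Pearson's r 0.259. The permutation p was 1e-05 for both, the smallest possible, and the adjusted p 1e-05. Density went with the length of the run (rho 0.555) and against the total number of motifs (rho -0.256).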

We found that EWS/FLI fold-enrichment demonstrates a statistically significant positive correlation with GGAA-motif density (*r* = 0.29, *p* < 2.2×10^−16^) (Fig 3D). These EWS/FLI-bound microsatellite densities range from 30% to 90%, with most EWS/FLI-bound microsatellites (>1,500) having a density of 90% (S5 Fig).

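Densities of bound microsatellites ran from 30.5% to 100%, with a median of 75%. The fullest class, 90% or more, held 1688 microsatellites, and 962 of these consisted of GGAA-motifs without a break. The class from 60 to under 70% held 1166, and 44 had less than 40%.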

Overall, our analysis shows a positive correlation between number of motifs and overall GGAA content, which increases with increased EWS/FLI binding. There is also a non-linear trend between EWS/FLI fold-enrichment and total motifs, implicating an optimal, or “sweet-spot”, microsatellite length for EWS/FLI binding similar to our recent study [38].

### EWS/FLI gene regulation at associated GGAA-microsatellites

In the previous section, we established the global correlation between microsatellite motif number and EWS/FLI binding intensities. Though this correlation allowed us to define GGAA-microsatellites in terms of length based on bound EWS/FLI, transcription factor binding is not always indicative of transcriptional regulation [39]. To determine whether GGAA-microsatellite characteristics are predictive of EWS/FLI responsiveness at a given genomic loci, we evaluated both the expression of EWS/FLI target genes and binding intensity associated with these microsatellites. We and others previously showed that EWS/FLI regulates its activated, but not repressed targets through binding at GGAA-microsatellites [35]. Prior analysis of these regions, however, has primarily focused on microsatellites located within about 5kb of associated EWS/FLI target promoters [9]. We therefore separately evaluated EWS/FLI activated and repressed targets associated with microsatellites both near (within 5kb) and distal (greater than 5kb) to the TSS of these genes. Differential gene expression profiles grouped based on these distinct categories of activated vs. repressed and close-range vs. distal microsatellites were integrated and stratified by distance of each GGAA-microsatellite to the nearest gene. Gene expression profiles were derived from six independent RNA-seq experiments on wild type vs. EWS/FLI knock-down A673 cells. DESeq2 [30] identified 9,323 differentially expressed (4,278 activated and 5,045 repressed) genes between control and treatment cell lines at a FDR of 5%.

#### EWS/FLI binding and gene activation at promoter-like microsatellites is highly dependent on the length of GGAA-motifs

There are 114 microsatellites within 5kb of activated genes. To see if EWS/FLI binding at these close-range, promoter-like, microsatellites confer gene activation, we looked at EWS/FLI binding enrichment and gene expression for these microsatellites. As anticipated based on our previous studies, we found increased EWS/FLI binding correlates with expression of activated target genes (Fig 4A and S6 Fig) (*r* = 0.46, *p* = 3.3×10^−7^). Furthermore, increasing number of consecutive GGAA-motifs correlates with increased EWS/FLI binding intensity (*r* = 0.43, *p* = 1.5×10^−6^) and also increases in subsequent gene activation (*r* = 0.23, *p* = 0.01) (Fig 4B and 4C). EWS/FLI binding and total GGAA-motif number and density, demonstrate a trend toward positive correlation, though not significant for these microsatellites (S7A–S7C Fig).

**Fig 4:**
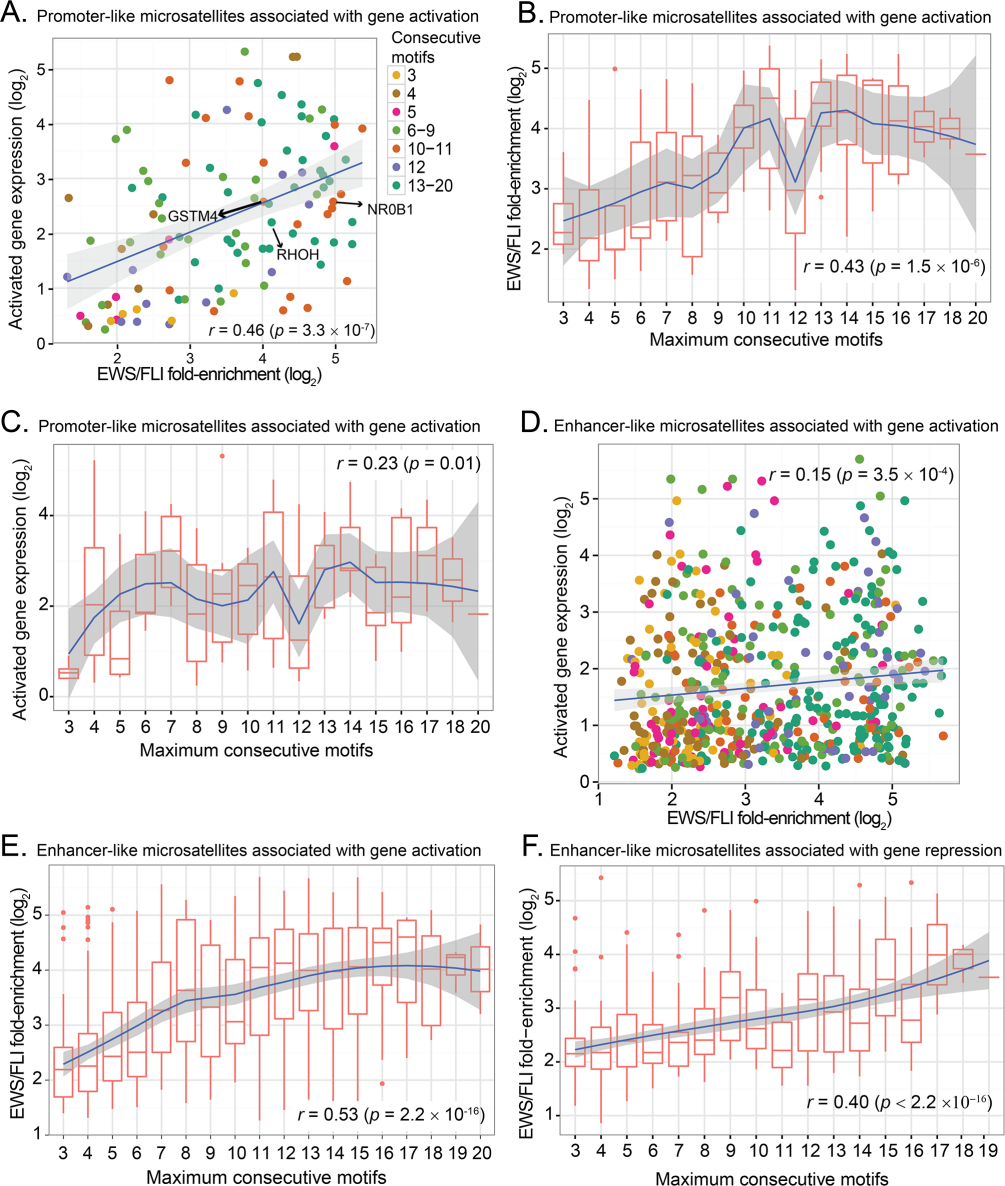
Correlation between EWS/FLI-bound microsatellites, GGAA-motif and gene expression. (**A**) Scatter plot of expression of activated genes and EWS/FLI fold-enrichment at promoter-like microsatellites showing a positive correlation (*r* = 0.46, *p* = 3.35 × 10^−7^). (**B**) Boxplot of EWS/FLI fold-enrichment and number of consecutive motifs of EWS/FLI-bound at promoter-like microsatellites for activated genes showing a non-linear trend. Blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence interval (shaded region). Overall, there is statistically significant positive correlation (*r* = 0.43, *p* = 1.5 × 10^−6^). (**C**) Boxplot of EWS/FLI-activated gene expression and number of consecutive motifs at promoter-like EWS/FLI-bound microsatellites for gene activation showing a non-linear trend as seen in EWS/FLI binding intensities and a statistically significant positive correlation (*r* = 0.23, *p* = 0.01). The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region). (**D**) Scatter plot of expression of activated genes and EWS/FLI fold-enrichment at enhancer-like microsatellites showing a positive correlation (*r* = 0.15, *p* = 3.5 × 10^−4^). (**E**) Boxplot of EWS/FLI fold-enrichment and number of consecutive motifs at EWS/FLI-bound enhancer-like microsatellites showing a positive correlation (*r* = 0.53, *p* = 2.2 × 10^−16^). Blue line is the estimated LOESS regression line of the mean and the standard error of the prediction shown as shaded region. (**F**) Boxplot of EWS/FLI fold-enrichment and number of consecutive motifs at EWS/FLI-bound enhancer-like microsatellites associated with gene repression showing positive correlation (*r* = 0.40, *p* < 2.2 × 10^−16^). The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region).

We also observe, however, a non-linear pattern, with an increasing trend of EWS/FLI binding as consecutive motifs increase from 3 to 11, followed by a sharp decrease in binding at 12 consecutive motifs (Fig 4B). Binding then increases again at 13–14 consecutive motifs before a final overall decreasing trend (LOESS regression). Interestingly, we observe a similar non-linear pattern with the expression of genes activated by EWS/FLI (i.e. an increase in the activated gene expressions as the consecutive motifs increases from 3 to 11 and a decrease in gene expression from 11–12) (Fig 4C, LOESS regression).

We next sought to validate these findings using publically-available data from a different Ewing sarcoma cell line, SK-N-MC. The publically-available SK-N-MC data contained a single ChIP-seq replicate and had significantly fewer EWS/FLI-bound peaks than we found in the A673 cell line (~3,900 versus ~22,000) [13]. Nevertheless, we found a low, but statistically significant correlation between consecutive GGAA-microsatellite length and EWS/FLI binding (S7D Fig). Interestingly, we saw the same dip in EWS/FLI binding at 12-repeats as we observed in the A673 data, perhaps indicating an underlying biological mechanism worthy of future study. We also sought to correlate gene expression with microsatellite length and EWS/FLI occupancy; however, an insufficient number of genes passed the significance threshold used for our A673 data and so these correlations could not be performed. Overall, there is a positive correlation between EWS/FLI binding, activated gene expression, and microsatellite characteristics (i.e. consecutive motifs, total motifs and densities), though the correlation of microsatellite characteristics with EWS/FLI binding enrichment is consistently stronger than with gene expression (S2 Table). These observations demonstrate that as promoter-like microsatellite length (number of GGAA-motifs) increases, the EWS/FLI binding enrichment and expression of genes activated by EWS/FLI also increases. This finding also supports the “sweet-spot” model, suggesting there may be an optimal length of promoter-like microsatellites mediating EWS/FLI regulation of transcriptional gene activation.

#### At enhancer-like microsatellites, increased numbers of GGAA-motifs positively correlate with EWS/FLI binding but only minimally with gene activation

To determine whether longer-range, enhancer-like microsatellites also confer EWS/FLI activation associated with motif length, we next looked at the 580 microsatellites that are more than 5kb away from EWS/FLI activated genes. We observe a minimal (significant) positive linear correlation between EWS/FLI binding enrichment and gene expression for these long-range potential response elements (*r* = 0.15, *p* = 3.5×10^−4^) (Fig 4D). Evaluating total number of motifs in these microsatellites, we observe a significant positive correlation with EWS/FLI binding enrichment (*r* = 0.25, *p* = 1.28×10^−9^), and a minimal positive correlation with EWS/FLI activated gene expression (*r* = 0.10, *p* = 0.02) (See S8A and S8B Fig and S2 Table). We also observe a significant positive linear correlation between EWS/FLI enrichment and the number of consecutive motifs of these microsatellites (*r* = 0.53, *p* < 2.2×10^−16^) (Fig 4E), and a minimal, non-significant positive trend with EWS/FLI activated gene expression (*r* = 0.07, *p* = 0.08) (S8C Fig). These observations suggest that although longer GGAA-motifs enhance EWS/FLI binding, it only minimally translates to an increase in the expression of activated gene targets. This is likely due to the complexity of long-range regulatory mechanisms.

#### At promoter-like microsatellites, number of GGAA-motifs demonstrates no length-dependency with EWS/FLI responsiveness for gene repression

To test whether GGAA-microsatellite characteristics affect EWS/FLI-mediated repression, we first looked at the 52 promoter-like microsatellites that are within 5kb of EWS/FLI-repressed genes. In contrast to EWS/FLI-activated genes, there is no significant correlation between microsatellite characteristics (i.e. number of consecutive motifs and total number of motifs) and EWS/FLI binding enrichment or EWS/FLI-mediated gene repression. The correlation between EWS/FLI binding enrichment and EWS/FLI-regulated genes is 0.12 (*p* = 0.41) (S9A Fig). Correlation of EWS/FLI binding enrichment with number of consecutive motifs is 0.18 (*p* = 0.19) and with total number of motifs is 0.06 (*p* = 0.66) (S9B and S9C Fig). We also observed no correlation between EWS/FLI-repressed genes with the number of consecutive motifs (*r* = -0.22, *p* = 0.12) and total number of motifs (*r* = -0.04, *p* = 0.79) (See S3 Table and S9D and S9E Fig). Overall, promoter-like GGAA-microsatellites don’t enhance either EWS/FLI binding or expression of repressed genes, supporting the model that EWS/FLI represses gene targets through an alternate regulatory mechanism.

#### At enhancer-like microsatellites, number of GGAA-motifs positively correlates with EWS/FLI binding but not gene repression

To test whether enhancer-like microsatellites confer EWS/FLI-mediated repression, we investigated EWS/FLI responsiveness at the 425 microsatellites that are more than 5kb away from EWS/FLI-repressed genes. Our data demonstrates increasing number of consecutive motifs positively correlates with EWS/FLI binding enrichment (*r* = 0.40, *p* < 2.2×10^−16^) (Fig 4F). Increased EWS/FLI binding enrichment is also shown to be positively correlated with total number of motifs (*r* = 0.22, *p* = 3.0×10^−6^) at these microsatellites (S10A Fig). We found, however, there is no significant correlation between EWS/FLI binding and expression of repressed genes more than 5kb from their associated microsatellite (*r* = -0.05, *p* = 0.33) (S10B Fig). Accordingly, there is also no correlation between gene expression and number of consecutive motifs or total number of motifs (*p* = 0.43 and *p* = 0.68) for these EWS/FLI-repressed gene associated microsatellites (S3 Table and S10C Fig). In summary, EWS/FLI binding increases with increasing GGAA-motif length at long-range, enhancer-like microsatellites, however, there is no effect on concomitant gene repression of these EWS/FLI targets.

## Discussion

Gene-associated GGAA-microsatellites serve as DNA response elements for EWS/FLI to bind and mediate transcriptional activation of its up-regulated targets [12,16,35,37]. In this study we describe microsatellites on a global genomic scale, and use ChIP-seq and RNA-seq analysis to computationally investigate EWS/FLI responsiveness at these repetitive elements. Overall, our genome-wide characterization of GGAA-microsatellites identifies two distinct classes of EWS/FLI-bound GGAA-microsatellites, demonstrating the integral relationship of microsatellite length and gene proximity to facilitate EWS/FLI binding and transcriptional activity in Ewing sarcoma (Fig 5).

**Fig 5:**
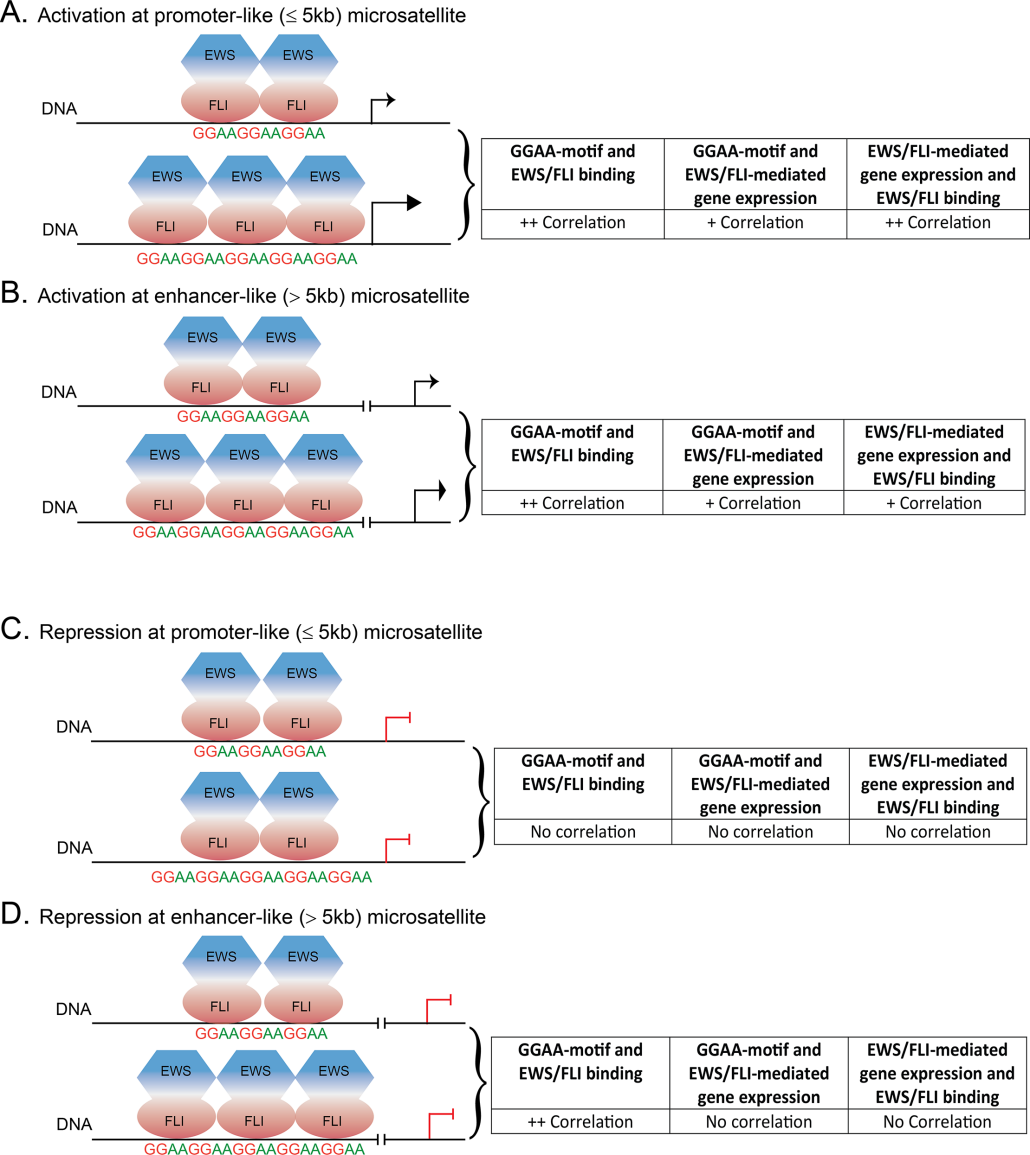
Schema of correlative associations between GGAA motifs in EWS/FLI-bound microsatellites for gene activation and repression. Schematic illustrating EWS/FLI responsiveness at given loci across the genome. (**A**) Promoter-like (close-range) GGAA-microsatellites positively correlate with EWS/FLI binding and activation of genes in a length dependent manner. (**B**) Enhancer-like (long-range) GGAA-microsatellites positively correlate with EWS/FLI binding but correlation with transcriptional regulation is only minimal for activated genes. (**C**) Promoter-like GGAA-microsatellites display no correlation with EWS/FLI binding and transcriptional repression. (**D**) Enhancer-like GGAA-microsatellites positively correlate with EWS/FLI binding; however, they do not confer gene expression.

While we and others have previously described these GGAA-microsatellites, we recognized a paucity of definitive parameterization required for mechanistic understanding of EWS/FLI transcriptional modulation at these response elements. Pursuing an unbiased genome-wide approach, we found microsatellites of fewer than three consecutive GGAA-motifs do not significantly overlap with EWS/FLI binding sites, suggesting a minimum length of consecutive motifs is required for binding. This was in line with our previous experimental finding of multimeric EWS/FLI binding at a minimum of three consecutive GGAA-repeats [35]. Thus, our genome-wide description of GGAA-microsatellite regions in this study lays an unprejudiced groundwork upon which actual ChIP-seq and RNA-seq data can be overlain. For example, in describing genome-wide GGAA-microsatellite regions, we found an enrichment of longer consecutive GGAA-repeats on chromosome 19. When FLI-ChIP-seq data was applied to the analysis, we found a corresponding enrichment of EWS/FLI binding sites on the same chromosome. In this work we present, to our knowledge, the first attempt to determinately define GGAA-microsatellites across the genome in a Ewing sarcoma-relevant context.

We and others previously showed that EWS/FLI regulates its activated, but not down-regulated targets using GGAA-microsatellites as response elements [35]. The present genome-wide analysis provides further support for length-dependency of EWS/FLI responsiveness near activated, promoter-like and enhancer-like microsatellites. Interestingly, we observe a significant correlation of GGAA-repeats associated with repressed targets and binding enrichment of EWS/FLI at enhancer-like microsatellites, illuminating a novel class of microsatellites with a potentially distinct function.

Transcriptional activation and repression are both critical for EWS/FLI-mediated oncogenic function, yet, the mechanism by which EWS/FLI differentiates these functions remains unknown. The association of EWS/FLI-bound microsatellites with only activated genes supports a likely molecular mechanistic difference in transcriptional modulation of EWS/FLI up vs. down-regulated targets. This model is further supported by our recent data that members of the chromatin remodeling NuRD complex interact with EWS/FLI near its repressed, but not activated targets [40].

Our findings in this study suggest the additional possibility that distance and overall chromatin landscape may be contributing factors in transcription factor activating vs. repressive functions. For example, recent studies have demonstrated evidence for super-enhancers, which function in long-range regulation and are associated with an enrichment of activating histone marks [41,42]. EWS/FLI binding in Ewing sarcoma cells has been shown to be bound in these super-enhancer regions [13,14,43]. To our knowledge, it has not yet been evaluated whether repressive regulatory domains exist on a similar genomic scale. The data from the present study suggests GGAA-microsatellites found in promoter-like regions convey EWS/FLI-mediated gene activation, while those found in enhancer-like regions likely require more complex regulatory factors such as chromatin remodeling complexes to establish long-range interactions. Specifically, in association with gene repression, EWS/FLI may displace endogenous transcription factors disrupting enhancer activity, a mechanism proposed by Riggi et al. [13], or these regions may naturally be more nucleosome-depleted to allow EWS/FLI binding.

An additional explanation for the mechanism by which EWS/FLI modulates activation or repression of its targets could be sequence specificity upon binding to length-dependent microsatellites [44]. We recently conducted a biochemical study to investigate the molecular reasoning behind EWS/FLI binding at “sweet-spot” microsatellites. We found that EWS/FLI binding affinity improves at “sweet-spot” microsatellites, and unexpectedly requires the EWS portion of the fusion to bind these optimal numbers of GGAA-motifs[38]. Our stoichiometric data further supports a model in which multiple EWS/FLI molecules bind across these GGAA-microsatellites. The “sweet-spot” finding evidenced in both our clinical and biochemical data implicate 18–26 GGAA repeats (“sweet-spot”) as the length of GGAA-microsatellites that allow an optimal configuration of EWS/FLI binding at these sites. Our current study suggests EWS/FLI-responsive GGAA-microsatellites are enriched near activated, but not repressed EWS/FLI targets. Taken together, it is likely that our “sweet-spot” observation is due to the aforementioned biochemical mechanism, and that this multimeric EWS/FLI binding at repeat regions may facilitate EWS/FLI differentiation between activation and repression of its targets.

FLI, which contains the DNA-binding domain through which EWS/FLI directly associates with the DNA, is an ETS family member. ETS factor binding studies have demonstrated that small differences in transcription factor binding specificity contribute significantly to site selectivity [45]. While our “sweet-spot” finding supports this model of transcription factor binding site selectivity, it is not known whether total microsatellite number (microsatellite “length”), or number of *consecutive* GGAA-motifs confers this specificity. *Guillon et al*. determined that EWS/FLI shows a binding preference for 9 or more contiguous GGAA repeats, and postulated that binding at greater than 9 repeats is required for EWS/FLI-mediated activation of its up-regulated targets [12]. This is interesting in light of our present data demonstrating a peak in EWS/FLI DNA-binding and gene activation at 10–11 and 13–14 consecutive GGAA-motifs. Although minimal, due to few microsatellites longer than 20 consecutive repeats across the genome, our overall data nevertheless suggests that microsatellites with numbers of GGAA-motifs greater than the “sweet-spot” are not associated with EWS/FLI-mediated differential gene expression. Further investigation will be required to also determine the role of consecutive motif number in relation to our “sweet-spot” finding. For example, EWS/FLI regulates *NR0B1* through a “sweet-spot” microsatellite of 24 *total* motifs in the A673 cell line, but this microsatellite region contains 11 *consecutive* motifs as its longest contiguous segment. 

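NR0B1, which encodes an orphan nuclear receptor, had a strong EWS/FLI peak over its microsatellite. The gene (ENSG00000169297) lies on the minus strand of chromosome X from 30322323 to 30327507. On the reference genome its microsatellite spans 30328875 to 30328976, between genes and with its middle 1418 bp upstream of the start site. It holds 25 total motifs, 11 of them consecutive at the longest, at a density of 98.0%. The reference sequence on the GGAA strand is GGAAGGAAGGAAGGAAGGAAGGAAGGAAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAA. The peak, from 30328583 to 30329248, had a fold-enrichment of 31.5 and a pileup of 262 fragments, and ranked 365 in the list by fold-enrichment. The motif counts given here are those of the reference. The total that the paper gives for A673 cells, in the sentence before, is lower.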

As cited in the above results, we found this same repeat length enriched near genes compared to other consecutive motifs lengths in our genome-wide microsatellite characterization.

Our study should be considered in light of some limitations that may potentially mask the magnitude of EWS/FLI association with particular microsatellite characteristics. The first relates to the use of the human reference (hg19) genome instead of the A673 Ewing sarcoma genome as a reference. To evaluate the appropriateness of using the human reference genome, we selected a number of our favorite EWS/FLI activated genes, amplified the associated GGAA-microsatellites, and sequenced these regions. We found that some are very similar to the human reference genome (i.e. *NR0B1 and FIBCD1*), while others demonstrate significant alterations in GGAA-motif number (i.e. *PINK1*) (Johnson and Taslim, unpublished observation). Interestingly, *FCGRT* is a highly up-regulated EWS/FLI target, yet contains 12 consecutive motifs according to the human reference genome. This motif length was observed as the unexpected dip in our microsatellite-defining analysis for both EWS/FLI binding and gene-expression. 

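FCGRT, the gene of the neonatal Fc receptor for IgG, carried a strong EWS/FLI peak over this microsatellite. The gene (ENSG00000104870) is annotated on the plus strand of chromosome 19 from 50010073 to 50029685. The microsatellite spans 50014759 to 50014875, 117 bp, with its middle 1101 bp upstream of the start of the canonical transcript at 50015918. On the reference it holds 23 total motifs at a density of 78.6%, and its longest run has 12. The reference sequence is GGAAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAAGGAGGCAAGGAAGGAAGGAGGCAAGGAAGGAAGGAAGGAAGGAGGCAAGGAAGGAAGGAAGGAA. The peak, from 50014501 to 50015316, had a fold-enrichment of 19.4, a pileup of 313 fragments and rank 1383 in the list.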

Sequencing the *FCGRT* microsatellite from A673 genomic DNA, however, revealed an *FCGRT*-associated microsatellite that is actually 9-consecutive GGAA-motifs in length. Together, these findings give us confidence that our data reflects the appropriate general trends in EWS/FLI responsiveness at microsatellites, but suggests a more accurate correlation will require A673 whole genome sequencing for reference. This concept may also be applied for consideration more broadly in other fields where the human reference genome has been used instead of relevant disease genomes.

Overall, our results reveal and characterize two classes of GGAA-microsatellites, suggesting EWS/FLI interacts with these unique binding sites via distinct regulatory mechanisms for distance-dependent activation and repression of its gene targets. Defining and characterizing GGAA-microsatellites is critical for understanding and prediction of EWS/FLI responsiveness across the genome. We also demonstrate the value of synergizing experimental and computational evaluation to better delineate the underlying molecular mechanisms of EWS/FLI transcription factor function and oncogenic re-programming.

## Supporting information

S1 Fig Characterization of GGAA-repeat regions across the genome. (**A**) Histogram of number of EWS/FLI peaks per Mb (normalized by chromosome length) in each chromosome. (**B**) Permutation test shows that the number of EWS/FLI binding sites that overlap with repeat regions with 2 or less consecutive motifs is not significantly higher than random chance (*p* = 1). The red line denotes the significance limit (α = 0.05). Gray bars represent the number of overlaps of the random regions with EWS/FLI binding sites. The black line represents the mean and in green the number of overlaps of repeat regions with 2 or less consecutive motifs. EVperm is the expected value of the permutation (number of overlaps in random samples). Obs is the observed number of overlap. (**C**) Plot of shifted z-score for the association between EWS/FLI repeat regions ≥ 3 consecutive motifs and EWS/FLI binding sites showing that this association is highly dependent on the location of the regions. (**D**) Number of EWS/FLI-bound microsatellites and the number of consecutive motifs in these microsatellites.
(PDF) Click here for additional data file.

S2 Fig Boxplot showing the number of consecutive motifs of all EWS/FLI-bound microsatellites with the EWS/FLI fold-enrichment. The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region).
(PDF) Click here for additional data file.

S3 Fig Histogram showing the number of EWS/FLI-bound microsatellites grouped by the total number of motifs. (PDF) Click here for additional data file.

S4 Fig Boxplot showing the total motifs of all EWS/FLI-bound microsatellites with the EWS/FLI fold-enrichment. The blue line is the estimated LOESS regression line of the mean with the estimated 95% confidence bands (shaded region).
(PDF) Click here for additional data file.

S5 Fig Histogram showing number of EWS/FLI-bound microsatellites with their densities. (PDF) Click here for additional data file.

S6 Fig EWS/FLI responsiveness at promoter-like microsatellites near activated gene targets. Scatter plot showing activated gene names (False Discovery Rate (FDR) ≤ 5%) that are within 5kb of microsatellites with their EWS/FLI fold-enrichment and their corresponding gene expression (log_2_). Note: some gene names are adjusted for readability.
(PDF) Click here for additional data file.

S7 Fig Promoter-like microsatellites association with gene activation. (**A**) Trend toward positive correlation between total motifs of EWS/FLI-bound microsatellites and EWS/FLI fold-enrichment (log_2_). (**B**) Trend toward positive correlation between densities of EWS/FLI-bound microsatellites and EWS/FLI fold-enrichment (log_2_). (**C**) No significant correlation between total motifs of EWS/FLI bound microsatellites and activated gene expression (log_2_). LOESS regression line is shown in blue. Shaded region is the estimated 95% confidence bands.(**D**) Trend toward positive correlation between EWS/FLI fold-enrichment (log_2_) and number of consecutive motifs in SK-N-MC cells (r = 0.06, p = 0.02).
(PDF) Click here for additional data file.

S8 Fig Enhancer-like microsatellites association with EWS/FLI activated genes. (**A**) EWS/FLI fold-enrichment has a significant positive correlation with total number of motifs (*r* = 0.25, *p* = 1.28 × 10^−9^). **(B)** Gene expression has significant but minimal positive correlation with total number of motifs (*r* = 0.10, *p* = 0.02). **(C)** Trend toward minimal positive correlation between activated gene expression and number of consecutive motifs (*r* = 0.07, *p* = 0.08).
(PDF) Click here for additional data file.

S9 Fig Promoter-like microsatellites association with gene repression. (**A**) No correlation between EWS/FLI fold-enrichment and gene expression (*r* = 0.12, *p* = 0.41). (**B**) No correlation between EWS/FLI fold-enrichment and number of consecutive motifs (*r* = 0.18, *p* = 0.19). (**C**) No correlation between EWS/FLI fold-enrichment and total motifs (*r* = 0.06, *p* = 0.66). (**D**) No correlation between gene expression and number of consecutive motifs (*r* = -0.22, *p* = 0.12). (**E**) No correlation between gene expression and total number of motifs (*r* = -0.04, *p* = 0.79). Shaded region is the 95% confidence interval.
(PDF) Click here for additional data file.

S10 Fig Enhancer-like microsatellites associated with gene repression. (**A**) Significant positive correlation between EWS/FLI fold-enrichment and number of consecutive motifs (*r* = 0.40, *p* < 2.2×10^−4^). (**B**) No correlation between EWS/FLI fold-enrichment and gene expression (*r* = -0.05, *p* = 0.33). (**C**) No correlation between repressed genes’ expression and number of consecutive motifs (*r* = -0.04, *p* = 0.43). LOESS regression line is shown in blue. Shaded region is the estimated 95% confidence bands.
(PDF) Click here for additional data file.

S11 Fig RNA-seq normalization and samples similarities. (**A**) Comparison of two different normalization methods. Left panel, counts normalized by sequencing depth. Right panel, counts normalized by rlog transformation. Sequencing depth normalization still showing bias toward highly expressed genes (i.e. high variance for low expressed genes), while rlog transformation no longer shows such bias (i.e. variances are stabilized across genes). (**B**) Heat map of sample-to-sample similarities using rlog transformed counts. Color represents distance between samples with dark blue indicating samples with high similarities.
(PDF) Click here for additional data file.

S1 Table Examples of mixed repeat regions (repeat regions that contain both GGAA and TTCC motifs). (PDF) Click here for additional data file.

S2 Table Correlation between microsatellites and EWS/FLI binding enrichment and EWS/FLI-activated genes. (PDF) Click here for additional data file.

S3 Table Correlation between microsatellites, EWS/FLI binding enrichment and EWS/FLI-repressed genes. (PDF) Click here for additional data file.

# Supplementary material for: Identification of two types of GGAA-microsatellites and their roles in EWS/FLI binding and gene regulation in Ewing sarcoma
**Source:** PLoS One. 2017 Nov 1;12(11):e0186275. doi: 10.1371/journal.pone.0186275

S8 Fig

A. Enhancer-like microsatellites associated with gene activation

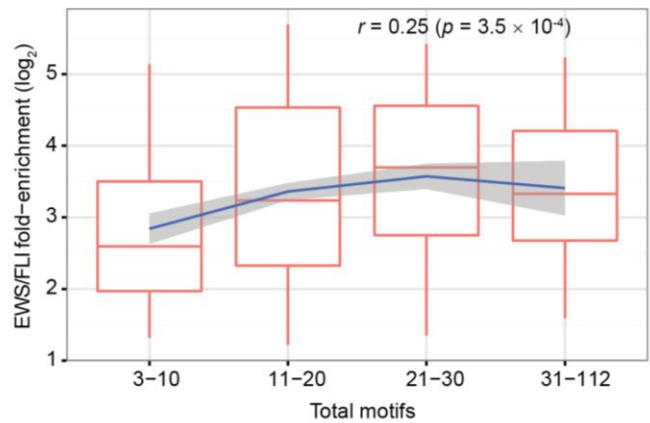

B. Enhancer-like microsatellites associated with gene activation

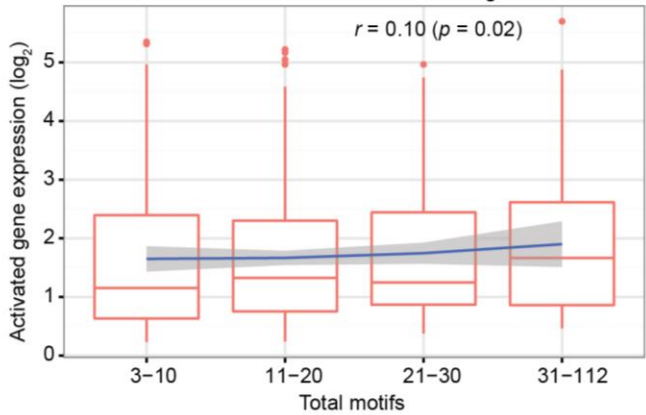

C. Enhancer-like microsatellites associated with gene activation

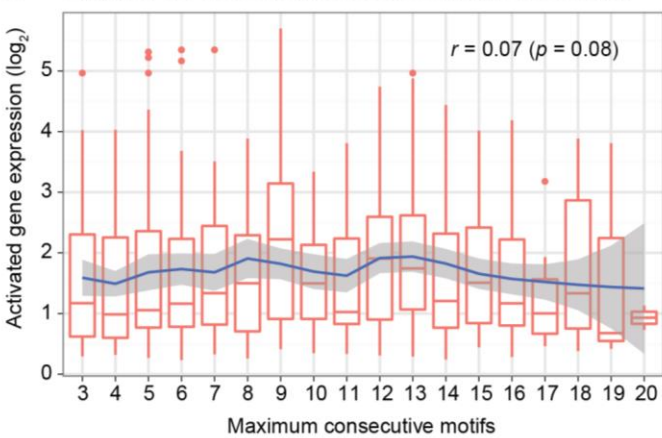

**Supplement:** S8 Fig — (A) EWS/FLI fold-enrichment has a significant positive correlation with total number of motifs (r = 0.25, p = 1.28 × 10−9). (B) Gene expression has significant but minimal positive correlation with total number of motifs (r = 0.10, p = 0.02). (C) Trend toward minimal positive correlation between activated gene expression and number of consecutive motifs (r = 0.07, p = 0.08).

# Supplementary material for: Identification of two types of GGAA-microsatellites and their roles in EWS/FLI binding and gene regulation in Ewing sarcoma
**Source:** PLoS One. 2017 Nov 1;12(11):e0186275. doi: 10.1371/journal.pone.0186275

S10 Fig

A. Enhancer-like microsatellites associated with gene repression

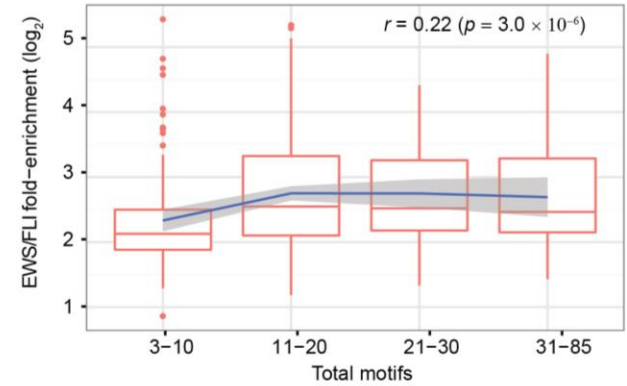

B. Enhancer-like microsatellites associated with gene repression

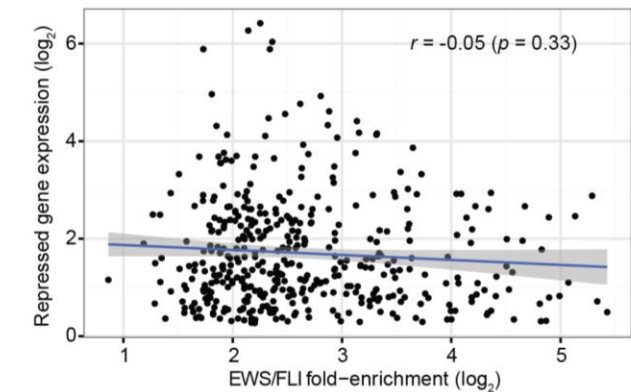

C. Enhancer-like microsatellites associated with gene repression

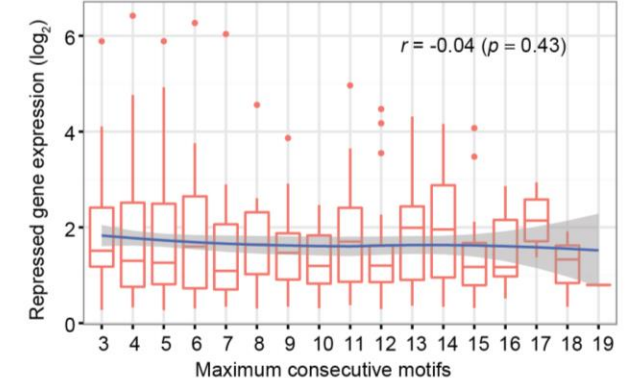

**Supplement:** S10 Fig — (A) Significant positive correlation between EWS/FLI fold-enrichment and number of consecutive motifs (r = 0.40, p < 2.2×10−4). (B) No correlation between EWS/FLI fold-enrichment and gene expression (r = -0.05, p = 0.33). (C) No correlation between repressed genes’ expression and number of consecutive motifs (r = -0.04, p = 0.43). LOESS regression line is shown in blue. Shaded region is the estimated 95% confidence bands.

# Supplementary material for: Identification of two types of GGAA-microsatellites and their roles in EWS/FLI binding and gene regulation in Ewing sarcoma
**Source:** PLoS One. 2017 Nov 1;12(11):e0186275. doi: 10.1371/journal.pone.0186275
**Supplement:** S1 Table

**S1 Table. Examples of mixed repeat regions (repeat regions that contain both GGAA and TTCC motifs).**

|    | Genomic location (hg19)           | Sequence                                                                                                                                                                       |
|----|-----------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1. | chr1:199,130,087-<br>199,130,206  | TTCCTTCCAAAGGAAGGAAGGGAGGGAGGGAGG<br>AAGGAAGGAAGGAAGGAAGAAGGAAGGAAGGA<br>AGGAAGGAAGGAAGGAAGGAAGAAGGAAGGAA<br>GGAAGGAAGGAAGGAAGGAAGGAA                                          |
| 2. | chr4: 34,658,583-<br>34,658,655   | TTCCTTCC TCAGGAAAGGACCTTTGGGCAGCAAG<br>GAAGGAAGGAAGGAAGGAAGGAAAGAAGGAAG<br>AAAGGAA                                                                                             |
| 3. | chr22: 45,138,923 -<br>45,138,773 | GGAAGGGAGGGAGGGA GGAAGGAAGGAAAGG<br>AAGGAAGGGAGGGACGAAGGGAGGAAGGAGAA<br>AGAAA GGAAAGAAA GGAAAGATAGAGAA GGAAAG<br>GAAAGGAGAGA GGAAGGACTCCTTCCTTCC TT<br>GCAGTCCCTGTAGCTGCT TTCC |
| 4. | chrY: 7,311,313- 7,311,439        | GGAAATATGATTCTG GGAAGGAATTCCTTCCTTC<br>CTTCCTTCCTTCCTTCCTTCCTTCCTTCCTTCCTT<br>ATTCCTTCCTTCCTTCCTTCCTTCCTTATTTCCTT<br>CCTTCCTTCCTCCCACCTTCC                                     |
| 5. | chr18: 30,686,220-<br>30,686,285  | TTCCTTCCTTCCTTGCAAGTTCC TCCTTTCAATT<br>CCCAAGAAAATAAAGAAA GGAAGGAAGGAA                                                                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

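The deposited data hold 1 list of EWS/FLI binding sites in A673 cells, made from 4 FLI ChIP libraries and 4 input DNA libraries. The authors aligned the reads to hg19 with Novoalign, removed duplicates with samtools, pooled the libraries of each kind and called narrow peaks with MACS2 2.1.1.20160309 at a q value of 0.05, with its paired-end mode off although the paper describes the samples as paired-end, at most 1 tag kept per position and the local background taken over 1000 and 10000 bp. The deposited pileup is the signal of ChIP fragments at the summit, the fold-enrichment is its ratio to the local level of the input, and p and q are given as -log10. All are the authors' values for the pooled libraries, and no further normalization was applied. Values per library were not used here, since the list gives pooled ones and the raw reads were not realigned, so the results have no replicate error, no comparison of libraries and no run without a library, and the RNA-seq data of the paper were not part of the deposited files used here.

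GGAA-repeat regions were found on the GRCh37 reference, chromosomes 1 to 22, X and Y, as stretches that start and end with a motif and hold no gap of more than 20 bp between motifs. A region needed at least 2 motifs. For pure and mixed regions the motifs of both strands were chained together, and for all other results each strand was scanned alone. Consecutive motifs are directly adjacent, density is 4 bp times the number of motifs over the length, and a microsatellite has 3 or more consecutive motifs. The pseudoautosomal parts of Y are blank in the copy of the reference that was used and were filled from X, as hg19 has them. This was chosen after the counts had been seen, since they then equal the paper's. Left blank, the same-strand regions numbered 3319128. For mixed regions, adjacency was counted on either strand, the reading whose count equals the paper's. On a simulated sequence, 2949 of 2949 regions matched those of a slower scan.

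Genes and start sites came from GENCODE release 44 mapped to GRCh37, without pseudogenes. The paper annotated with another database through ChIPpeakAnno. Nearest genes are by the start site, in either direction.

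A region was called bound at an overlap of at least 1 bp with a peak. The overlap test draws regions from all repeat regions, computed exactly with the hypergeometric distribution, and was set beside 1000 circular shifts of the peaks along each chromosome. Shares have exact (Clopper-Pearson) 95% intervals and rates exact Poisson intervals, which cover counting error alone. For fold-enrichment, each peak was paired with the overlapping microsatellite nearest to its summit, and runs above 20 motifs were left out. Correlations are Spearman's rho and Pearson's r with 100000 permutations, two-sided, and intervals from 1000 bootstrap draws (2000 for medians). Benjamini-Hochberg adjustment was made over 3 motif measures, over 3 ranges of total motifs, over 6 classes of distance and over 20 tests of gene lists. The tests of 12 against 11 and 13 consecutive motifs were planned without adjustment, and the adjusted p over the 4 of them is given beside the raw p. Distances were compared as log10 of the distance plus 1 bp, with draws made with replacement from the pool of regions, which approximates a permutation. The number of listed genes with a peak near a start site was set against 10000 random lists of protein-coding genes of the same size, a permutation of the list over these genes.

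The permutation test was tested on simulated data of 2000 microsatellites with values drawn independently, so the check does not cover dependence among neighbouring sites. A first set of 40 simulated data sets without a relation gave 4 past a p of 0.05, so the number was raised to 200 with other seeds, of which 13 passed, and 200 of 200 with a true correlation passed. Both sets of 200 used 400 permutations per data set.

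Genes and sites named in the text were chosen by a rule set before the data were examined: every gene the paper names as a target or example, the 10 peaks with the highest fold-enrichment, the 10 bound microsatellites with most consecutive motifs (1 of them is left out of the text), up to 4 members per gene list with the highest fold-enrichment within 5 kb, the regions of S1 Table with a peak, and chromosome 19 with the chromosomes highest and lowest in peaks per Mb. The gene lists, set at the same time, were 30 activated and 15 repressed EWS/FLI targets, 16 liver genes, 84 genes with a symbol of RPL or RPS and a number (mostly ribosomal protein genes, with RPS6KL1, a kinase-like gene, and paralogs of restricted expression such as RPL3L and RPL10L also taken in) and 399 olfactory receptor genes. Of the activated targets, 6 are named in the paper, GSTM4 and RHOH as labels in a figure. The alternatives tried were stricter q values, other overlaps, gaps of 10 and 19 bp, another chance model, other measures of binding, other pairings, other gene sets and distance limits, and results without chromosome 19. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.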

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

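Of the tests in this part, the move by 10 kb was chosen after the result was seen, and the tests of motifs at the summit before. Of the 22744 peaks, 16416 (72.2%) overlap no microsatellite. These peaks held 15344 repeat regions with 1 or 2 consecutive motifs, against 6522 ± 91.9 (SD) when the peaks were moved along the chromosomes (highest of 1000 shifts 6806, permutation p = 0.001, the smallest possible). Regions with 2 consecutive motifs were 3.89-fold more frequent than under the shifts and regions with 1 were 2.23-fold.

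A move of these peaks by 10 kb left 6.49% of the excess, which argues against a mere richness of the surrounding sequence. Within 50 bp of the summit GGAA was 2.19 times (2.16 to 2.21) as frequent as in the flanks, above the highest reordered tetramer, AGGA at 1.76, which itself overlaps GGAA in sequence, and this argues against a purine-rich composition as the whole cause. The fuller ETS site CCGGAAGT was 91.9 times (77.3 to 109) as frequent as in the flanks. It lay in 7.61% of the summit windows, those of 1250 peaks. A repeat region needs at least 2 motifs, and whether these sites lie in the excess regions was not checked. Their frequency therefore does not decide whether binding at single ETS sites accounts for part of the excess, and the other peaks stay open. The data cover 1 cell line in 1 condition, so no other condition could be compared, and binding of another ETS protein that the antibody might recognize stays open as well.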

How the results depend on the processing

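No paired analysis was possible because the ChIP and input libraries, though numbered alike, are given as a single pooled list. For the same reason no library was left out, and depth limits each binding value in an unknown way. Of the alternatives, the masked Y sequence and the circular shift of peaks without a microsatellite were chosen after the data had been seen, and the circular shift gives no share of bound regions.

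Of the values recomputed under an alternative, 105 kept their direction and their side of the threshold or, without a test, stayed within their interval or within 1.5 times the count. Of the others, 4 shares moved, 7 values reversed, 2 were weaker and 1 was stronger. Spearman's rho with consecutive motifs stayed between 0.422 and 0.477, with total motifs between 0.208 and 0.333, and with density between 0.226 and 0.292. Pearson's r of log2 fold-enrichment with total motifs was 0.0988. The ratio of chromosome 19 to the others ranged from 1.29 to 1.58, and the excess of regions with 3 or more motifs in peaks from 27.1-fold to 98.8-fold. Between 22513 and 22744 binding sites were counted, and between 3211105 and 3319128 repeat regions in the settings of this tally. A largest gap of 10 bp, which the tally leaves out for this count, gave far fewer repeat regions, 2079112 against 3321889 with 20 bp. The difference in rho within 5 kb of a start site and farther ranged from -0.0595 to -0.0161 and passed no test.

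The share bound at 3 motifs was 8.42% with the middle of the region within 100 bp of a summit, 18.7% with a gap of 10 bp and 12.9% with 19 bp, and at 6 or more motifs it was 67.4% with the summit window. The overlap of regions with 1 or 2 motifs turned from a deficit to 2.00-fold under the circular shift, and to 2.35-fold in peaks without a microsatellite, because the shift asks about place in the genome and the draw compares regions with each other. Above 25 total motifs rho turned to 0.0174 with the pileup and to 0.0375 with a gap of 10 bp. The difference between 12 and 11 consecutive motifs over all bound microsatellites passed the test with the pileup before adjustment (0.18 on the log2 scale, permutation p = 0.0334, adjusted p = 0.0668). The pileup was higher at 12 than at 11, the direction opposite to a dip at 12. The difference in log10 distance at 4 motifs no longer passed the test with coding genes alone (-0.0119) or without chromosome 19 (-0.0161). At 5 motifs it turned to 0.00824 and 0.00214 in these settings, and at 12 to 39 motifs to 0.00796 with coding genes alone. Apart from the overlap, the cause was not tested.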

Differences from the paper's values

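Of 33 values compared, 1 differed by more than 1.5 times or, for correlations, by more than its error. Of 19 whole-number counts, 17 were equal to the paper's. Besides the value below, the number of bound microsatellites with up to 20 consecutive motifs was not equal, with 6031 in the paper and 6317 pairs of a peak and a microsatellite here (6315 different microsatellites), and none of the pairings tried gave the paper's number. The paper reports 1355 regions with 1 or 2 consecutive motifs more than 30 Mb from a gene, and 0 were found here, with the farthest region of any class at 1.42 Mb. Neither of the alternatives set before the data were examined, protein-coding genes alone and the genome without chromosome 19, gave another number than 0. The annotation differs from the paper's.

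For counts that equal the paper's, the number of same-strand regions, 3321889, rests on the pseudoautosomal parts of Y filled from X, and the 2589 mixed regions on adjacency counted over either strand. Both were chosen after the values had been seen.

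Some rankings and directions also differed. The paper places a region with 3 consecutive motifs beyond the same distance, and none was found here. The paper describes regions with 10 or 11 consecutive motifs as closer to genes on average than other lengths. Here the lowest median distance was at 4 motifs, 25500.5 bp, and the lowest mean at 6 to 9, 50304 bp, while the mean at 10 or 11 motifs, 51504 bp, was below that of regions with 1 or 2. For the share 2 to 3 kb upstream of a start site, the paper describes a slight enrichment at 10 or 11 motifs. Here the share was highest in that class, at 2.41% (1.55 to 3.57%). Its interval overlaps that at 3 motifs, 1.62% (1.41 to 1.86%), and the difference was not tested. The paper describes fold-enrichment as falling again at a high total number of motifs. Here rho from 16 to 25 motifs was 0.0220 and did not pass the test, while the rise up to 16 did (rho 0.234). Above 25 motifs rho was -0.0359 and did not pass (n = 642, permutation p = 0.367, adjusted p = 0.367), and Pearson's r was -0.0899 (permutation p = 0.0229, not adjusted). With the pileup and with a gap of 10 bp rho turned to 0.0174 and 0.0375, and Pearson's r did not pass (permutation p = 0.190 and 0.691), so a fall was not settled.

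The paper states that repeat regions with few consecutive motifs do not overlap binding sites significantly. The draw from all repeat regions gave 0.699-fold here. The circular shift of the peaks, an alternative set before the data were examined, gave 2.00-fold. The shift ran over whole chromosomes, blank sequence included, which can lower the overlap it gives by chance. The paper's methods also mention placing repeat regions at random over mappable sequence, with similar results that are not shown.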

Other observations

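In this part, the shares of peaks at promoters and the correlations within classes of run length were chosen after results had been seen. The rate of peaks without a microsatellite on chromosome 19 was planned, and its use to test a cause was chosen after.

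Activated EWS/FLI targets had binding sites within 50 kb more often than other coding genes, above all sites over a microsatellite. Of 30 activated targets, 29 had a peak within 50 kb of a start site, against 18.1 in random lists of coding genes (two-sided permutation p = 0.0002, the smallest that 10000 random lists can give, adjusted p = 0.000571 over 20 tests), and 12 had one within 5 kb, against 6.53 (p = 0.0318, adjusted p = 0.0795), which did not pass after adjustment. A peak over a microsatellite lay within 5 kb in 7 of them, against 0.502 (permutation p = 0.0002, adjusted p = 0.000571), and within 50 kb in 22, against 5.18 (p = 0.0002, adjusted p = 0.000571). The highest fold-enrichments within 5 kb were 41.5 at LIPI, a lipase gene, 31.5 at NR0B1, 19.4 at FCGRT and 17.5 at RHOH. The paper names 6 of these genes, GSTM4 and RHOH as labels in a figure, so the list is not independent of the study. The list holds targets known before, some of them, such as NR0B1, through their microsatellite. The excess of microsatellite peaks is therefore no independent evidence. The random lists were not matched for expression. Of 15 repressed targets, 0 had a peak within 5 kb, against 3.29 (permutation p = 0.0490, adjusted p = 0.109), and 11 had one within 50 kb, against 9.04 (p = 0.443, adjusted p = 0.661). A microsatellite peak lay within 5 kb in 0 of them, against 0.248 (permutation p = 1, adjusted p = 1), and within 50 kb in 4, against 2.58 (p = 0.496, adjusted p = 0.661). Whether activated and repressed targets differ from each other was not tested.

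Binding sites without a microsatellite lay at promoters more often than those with one. Of the peaks without, 16.0% had the summit within 1 kb of a protein-coding start site (95% exact binomial interval 15.5 to 16.6%), against 0.601% (0.425 to 0.823%) of the peaks with a microsatellite. Among peaks without a microsatellite and with CCGGAAGT at the summit the share was 67.4% (842 of 1250; 64.7 to 69.96%), against 11.8% (11.3 to 12.3%) without that site, and the median fold-enrichments were 6.27 and 5.00. Genes with a symbol of RPL or RPS and a number, mostly ribosomal protein genes, often had peaks without a microsatellite. Within 5 kb of a start site 59 of 84 had a peak, against 18.4 in random lists (permutation p = 0.0002, adjusted p = 0.000571), and 0 of them a peak over a microsatellite, against 1.41 (p = 0.482, adjusted p = 0.661). Within 50 kb the numbers were 74, against 50.6 (permutation p = 0.0002, adjusted p = 0.000571), and 20 over a microsatellite, against 14.5 (p = 0.148, adjusted p = 0.284). The highest fold-enrichments were 15.3 at RPS18, 15.1 at RPL37, 14.2 at RPS27A and 13.3 at RPS6. Whether the peaks at these genes hold CCGGAAGT was not counted, and the random lists were not matched for expression. Olfactory receptor genes, mostly silent outside the nose, had few peaks of either kind taken together: 21 of 399 within 5 kb, against 87.4 (permutation p = 0.0002, adjusted p = 0.000571), and 125 within 50 kb, against 240.4 (p = 0.0002, adjusted p = 0.000571). Genes that lie side by side can share a peak, which the random lists do not allow for. Their highest fold-enrichments within 5 kb were 30.6 at OR4E2, 15.8 at OR2T34, 15.5 at OR6Q1 and 13.8 at OR2S2. The peaks at OR4E2 and OR6Q1 lay over a microsatellite. Over a microsatellite 11 had a peak within 5 kb, against 6.71 (permutation p = 0.156, adjusted p = 0.284), and 74 within 50 kb, against 68.9 (p = 0.535, adjusted p = 0.669). Of 16 liver genes, 1 had a peak within 5 kb, against 3.47 (permutation p = 0.215, adjusted p = 0.358), AHSG with a fold-enrichment of 4.57, and 10 within 50 kb, against 9.63 (p = 1, adjusted p = 1). Over a microsatellite the numbers were 0, against 0.261 (permutation p = 1, adjusted p = 1), and 2, against 2.76 (p = 0.922, adjusted p = 1).

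Other genes that the paper names, GSTM4 and RHOH as labels in a figure, differed in their binding. GSTM4, a glutathione transferase gene, had a microsatellite with 19 total motifs and a run of 10, 1837 bp upstream of its start site on chromosome 1 from 110196838 to 110196930, under a peak with a fold-enrichment of 16.2. At RHOH the microsatellite on chromosome 4 from 40196937 to 40197068 held 23 motifs with a run of 16, 4372 bp downstream of the annotated gene start, inside the gene, and 1648 bp upstream of the start of the canonical transcript. The microsatellite 31722 bp upstream of the annotated start of FIBCD1, on chromosome 9 from 133846346 to 133846444, had 11 motifs with a run of 3, and its peak a fold-enrichment of 4.44. PINK1, a mitochondrial kinase gene, had its nearest microsatellite 5424 bp upstream, with 3 motifs on the reference and no peak. Its nearest peak lay 7349 bp upstream with a fold-enrichment of 4.95. A peak over another microsatellite did lie within 50 kb of the PINK1 start site. Among the bound microsatellites with the longest runs after the one near CNTN6 were those in intron 8 of ABCC4 (37 motifs, fold-enrichment 17.6), 1.94 kb upstream of ZNF131 (37, 8.46), in intron 5 of SHROOM4 (35, 19.1), 7.87 kb upstream of MYO10 (32, 20.6), in intron 10 of NUP210L (28, 14.8), in intron 4 of DLGAP1 (27, 37.3), 345 kb upstream of C16orf82, the nearest coding gene (25, 13.1), and in intron 9 of VWA3A (23, 10.7).

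Fold-enrichment rose with consecutive motifs both near genes and far from them. Within 5 kb of a start site rho was 0.431 (n = 801 microsatellites) and farther away 0.470 (n = 5516), each with a permutation p of 1e-05, the smallest possible. The difference of -0.0395 did not pass a permutation of the groups (p = 0.186). At 12 consecutive motifs, the length the paper singles out near activated genes, the mean log2 fold-enrichment over all bound microsatellites was 3.29 (SD 1.07, n = 430), against 3.18 at 11 (SD 1.07, n = 343; permutation p = 0.127, adjusted p = 0.254) and 3.45 at 13 (SD 1.08, n = 397; p = 0.0422, adjusted p = 0.169). Within 5 kb of a start site it was 3.21 at 12 (n = 55), 3.31 at 11 (n = 54; difference -0.11, p = 0.616, adjusted p = 0.616) and 3.41 at 13 (n = 62; difference -0.21, p = 0.292, adjusted p = 0.389). These groups are wider than the activated genes of the paper.

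Chromosome 19 had the most peaks per Mb. Peaks that overlap no microsatellite were 1.58 times as frequent per Mb on it as elsewhere, which argues against its microsatellites as the whole cause. In sequence more than 50 kb from every protein-coding start site the ratio was 1.19 (95% interval 0.949 to 1.48, two-sided exact binomial test, p = 0.118), with 83 of 12475 such peaks on chromosome 19. These made 8.44 peaks per Mb, rank 4, against 7.08 on the others, while the whole chromosome ranked first with 11.7 against 7.41. The interval takes in equal rates and lies below the ratio of 1.58 for all peaks, so the excess was smaller far from coding genes. The count is too small to decide whether gene density is the cause of the whole excess. The copy number of chromosome 19 in A673 cells, which was not available, stays open as well.

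Fold-enrichment stopped rising above 16 total motifs. In repeats of 200 bp or more the summit lay at a median of 0.314 of the half-length from the middle (0.295 to 0.355, n = 418), but tags placed beside a repeat are extended into it, so this does not decide whether reads that cannot be placed inside long repeats are the cause. Up to 16 total motifs the total rose with the run (rho 0.534, n = 3938), and above 16 it went the other way (rho -0.207, -0.247 to -0.169, n = 2379). A run cannot be longer than its total, so part of the correlation up to 16 is built in. The halt may reflect that further motifs no longer come with longer runs. Above 16, fold-enrichment rose with the total among runs of 3 to 5 and of 6 to 9 motifs (rho 0.112 and 0.164, permutation, adjusted p = 0.0104 for both), while at runs of 10 to 11, 12 to 14 and 15 to 20 the rho of 0.119, 0.0562 and 0.0780 did not pass (permutation, adjusted p = 0.176, 0.354 and 0.176). Up to 16 it passed at runs of 6 to 9 alone (rho 0.100, permutation, adjusted p = 0.0104), with a rho of -0.0130, 0.0425, 0.0439 and 0.0542 in the other classes (permutation, adjusted p = 0.585, 0.455, 0.360 and 0.547).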
